# Inactivation of a Single Copy of *Crebbp* Selectively Alters Pre-mRNA Processing in Mouse Hematopoietic Stem Cells

**DOI:** 10.1371/journal.pone.0024153

**Published:** 2011-08-25

**Authors:** Madeleine E. Lemieux, Ziming Cheng, Qing Zhou, Ruth White, John Cornell, Andrew L. Kung, Vivienne I. Rebel

## Abstract

Global expression analysis of fetal liver hematopoietic stem cells (FL HSCs) revealed the presence of unspliced pre-mRNA for a number of genes in normal FL HSCs. In a subset of these genes, *Crebbp*+/**−** FL HSCs had less unprocessed pre-mRNA without a corresponding reduction in total mRNA levels. Among the genes thus identified were the key regulators of HSC function *Itga4*, *Msi2* and *Tcf4*. A similar but much weaker effect was apparent in *Ep300*+/**−** FL HSCs, indicating that, in this context as in others, the two paralogs are not interchangeable. As a group, the down-regulated intronic probe sets could discriminate adult HSCs from more mature cell types, suggesting that the underlying mechanism is regulated with differentiation stage and is active in both fetal and adult hematopoiesis. Consistent with increased myelopoiesis in *Crebbp* hemizygous mice, targeted reduction of CREBBP abundance by shRNA in the multipotent EML cell line triggered spontaneous myeloid differentiation in the absence of the normally required inductive signals. In addition, differences in protein levels between phenotypically distinct EML subpopulations were better predicted by taking into account not only the total mRNA signal but also the amount of unspliced message present. CREBBP thus appears to selectively influence the timing and degree of pre-mRNA processing of genes essential for HSC regulation and thereby has the potential to alter subsequent cell fate decisions in HSCs.

## Introduction

Cyclic-AMP-responsive element binding protein (CREB) binding protein (CREBBP) – more commonly referred to as CBP – is a multifunctional protein which facilitates gene expression through several mechanisms, including chromatin remodeling, acetylation of associated proteins, and recruitment of the basal transcription machinery to promoters [1]. We have previously shown that CREBBP and its paralog EP300 are essential for proper hematopoietic stem cell regulation but are nevertheless not functionally redundant in this setting: both copies of *Crebbp* are essential for HSC self-renewal while *Ep300*+/**−** HSCs are not compromised in this respect[2]. Inactivation of a single copy of the *Crebbp* gene results in multi-lineage defects in differentiation with a clear excess in myeloid cell production and an age-dependent increase in the incidence of hematologic malignancies[3].

CREBBP also acts as a scaffold in numerous protein-protein interactions [4] so that changes in its levels have the potential to broadly affect cellular processes by altering multiple signaling and transcriptional pathways. In particular, it has the potential to act as a signal integrator within the hematopoietic system[5] through its interaction with both ubiquitous transcription factors such as SP1[6], [7] and the glucocorticoid receptor (NR3C1) [8], [9] and with factors like SFPI1/PU.1[10] and C/EBPalpha[11] which are essential for HSC function[12], [13].

In addition to its activities as coactivator and integrator, confocal microscopy studies have localized CREBBP to nuclear speckles containing splicing proteins[14], [15] and it has been shown to regulate 3′-end processing[16]. Both CREBBP and EP300 have furthermore been shown to be concentrated at both 5′ and 3′ ends of genes with which they associate[17]. It thus appears that CREBBP is involved in pre-mRNA maturation. In addition, experiments in macrophages[18] and T-cells[19] have shown CREBBP/EP300 to be present at the promoters of early response genes, even in the absence of stimulus, and associated with the production of full-length, unspliced transcripts. Other recent studies have reported that a large majority of genes with a paused polymerase produce full-length transcripts, although often at levels below detection by expression microarrays[20] and RNA-seq studies have documented the presence of low-abundance intronic sequences in B-cell, kidney[21] and embryonic stem cell lines[22]. It has also been noted that HSCs prime multiple lineage programs prior to commitment decisions[23] and that HSCs normally contain unspliced transcripts that disappear as HSCs are driven to proliferate and differentiate[24]. Destabilization of this primed state has been proposed as a first stage of a cascade towards differentiation[25]. The general model that emerges from these findings is that unspliced, full-length transcripts are produced as a means of bookmarking loci and keeping them in an open chromatin state to facilitate subsequent rapid transcriptional up-regulation[18], [19].

The presence of unspliced transcripts in HSCs and the links between CREBBP and EP300 with the constitutive production of unspliced RNA and with pre-mRNA processing prompted us to examine more closely an anomaly we had noted in microarray-based gene expression studies but had previously attributed to experimental “noise”. We had noticed that more than half of the probe sets down-regulated in *Crebbp*+/**−** FL HSCs relative to wild-type (WT) mapped entirely within introns, rather than detecting exonic or spliced sequences. We therefore set out to test whether this might be evidence that reduced CREBBP levels selectively alter the generation of full-length, unspliced pre-mRNA. We also asked whether this process might be associated with differentiation since self-renewal and lineage commitment are both responses for which HSCs are primed.

As predicted by our microarray studies, we found that several genes associated with HSC function showed variable ratios of intronic to total RNA signal in *Crebbp*+/**−** FL HSCs relative to WT by quantitative RT-PCR (qRT). In addition to primary FL HSCs, we looked for CREBBP-associated changes in mRNA, intronic message and protein levels in multipotent EML cells which retain lymphoid, myeloid and erythroid potential in the presence of Stem Cell Factor (SCF) but can be induced to undergo differentiation by treatment with appropriate stimuli[26]. Targeted reduction of *Crebbp* by shRNA in EML cells was sufficient to trigger widespread myeloid differentiation of EML cells, bypassing their usual requirement for withdrawal of SCF and treatment with retinoic acid, interleukin-3 (IL-3) and granulocyte-macrophage colony stimulating factor (GM-CSF). A subset of genes tested also showed altered levels of intronic message in subpopulations of EML cells at different phenotypically-defined stages of development which corresponded to changes in protein abundance not predicted by full-length mRNA levels. Furthermore, the differences in intronic levels correlated with differentiation stage-dependent changes in CREBBP levels. Taken together, our data suggest a novel, cell type-specific function for CREBBP in regulating the timing and extent of pre-mRNA splicing of key regulators of HSC maintenance and function.

## Results

### Down-regulation of intronic probe sets without proportional changes in total mRNA levels

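FL HSCs, the fetal liver cells sorted to hold the hematopoietic stem cells, were compared on Mouse 430 2.0 arrays between 2 WT and 2 *Crebbp*+/− samples. Each sample pooled the cells of 15 embryos at 14.5 days post coitus, and 12 ng of its RNA was amplified and labelled before hybridization. Each sample was read on 2 arrays as technical replicates, which correlated across probe sets with r of 0.989 to 0.994 over the FL HSC samples measured this way. The authors processed the arrays with GCRMA, which corrects the background by probe sequence, normalizes by quantiles and gives each probe set 1 log2 value. The arrays of this experiment were normalized apart from those of the other experiments, so a level can be compared only within it. On the WT arrays 11199 to 11512 probe sets (median 11374.5) reached log2(100), the minimum intensity of the methods, and on the *Crebbp*+/− arrays 11284 to 11455 (median 11338) did. Array intensities carry no read depth, and the number of arrays limits the precision. From these values, technical replicates were averaged on the log2 scale, and the 13332 probe sets whose highest sample reached log2(100) were tested with limma. The test compared *Crebbp*+/− with WT within pairs of the same sample number, and it was fitted together with the 4 samples of the *Ep300* experiment because 2 pairs alone leave 1 residual degree of freedom. A call needed an adjusted p under 0.05 and a fold change over 1.5, and limma called 0 probe sets without the replicate block (690 at an unadjusted p under 0.05 and that fold). The samples were grouped by their labels, since the probe sets of *Crebbp* itself do not separate the genotypes here. From the brightest to the dimmest probe set, *Crebbp* differed by log2 values of 0.068 (standard error 0.14, adjusted p = 0.803), 0.011 (standard error 0.17, adjusted p = 0.978) and -0.42 (standard error 0.16, adjusted p = 0.196), and its remaining probe set lay below the minimum.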

We have carried out a global analysis of expression profiles of WT and *Crebbp*+/**−** FL HSCs. 

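Intronic probe sets of Table S1, among them those of *Ccnd3*, *Msi2* and *Angpt1*, fell in *Crebbp*+/− FL HSCs. *Ccnd3*, a D-type cyclin that promotes entry into S phase, has an intronic probe set that Table S1 places 25405 to 25964 bases from the transcription start site. Its level was 7.20 ± 0.79 (SD, n = 2) in WT and 5.50 ± 1.13 (SD, n = 2) in *Crebbp*+/− samples, a log2 change of -1.70 (standard error 0.15, adjusted p = 0.0486 from limma). *Msi2*, an RNA-binding protein that maintains stem cells, had a level of 8.33 ± 0.10 (SD, n = 2) in WT and 6.65 ± 0.25 (SD, n = 2) in *Crebbp*+/− samples at 66044 to 66518 bases, and its probe sets there and at 233896 to 234299 bases fell by 1.67 and 1.49 on the log2 scale. *Angpt1*, a ligand of the TEK receptor that keeps stem cells quiescent, fell from 8.68 ± 0.09 (SD, n = 2) to 7.19 ± 0.12 (SD, n = 2) at 55710 to 56183 bases. The calcium channel subunit *Cacnb2* had the largest change of the list, with a log2 value of -1.90 (standard error 0.11). Called intronic probe sets also lay in *Arid1b* (-1.50), *Ogt* (-1.48), *Tcf4* (-1.47), *Spata5* (-1.44), *Igf1r* (-1.41), *Mef2c* (-1.22) and *Rtn4* (-1.17), each lower in 2 of 2 pairs. Among called probe sets other than the intronic ones of Table S1, the aminotransferases *Gpt2* (1.71 at its brighter probe set), *Bcat1* (1.55) and *Got2* (1.45) rose, as did the guidance molecule *Sema3d* (2.56, from 3.97 ± 0.83 to 6.53 ± 0.56, SD, n = 2 each). *Cryl1* (-1.60), *Tspan8* (-1.58), the basement membrane collagen *Col4a2* (-1.32) and the imprinted nuclear RNA *Kcnq1ot1* (-1.29 at its called probe set) fell. Of the changes named above, those of *Angpt1*, *Igf1r*, *Bcat1*, *Col4a2*, *Kcnq1ot1* and the brighter *Msi2* probe set had both group means above the minimum of log2(100); in the others the lower mean, and for *Sema3d*, *Mef2c*, *Rtn4*, *Tspan8* and the other *Msi2* probe set both means, lay below it, so the size of these changes depends on the background and is not exact. In all, limma called 51 probe sets, 10 higher and 41 lower, and 18 of the lower ones (43.9%) and none of the higher ones were intronic probe sets of Table S1. Of that list, 80 were measured and 80 were lower in *Crebbp*+/− samples, with a median log2 change of -1.02 (range -1.90 to -0.52) and a median of -1.02 in each pair. When adjusted over the list alone 78 were lower, medians of 10000 random lists matched on level ran from -0.12 to 0.23, and camera gave an adjusted p = 3.2e-52 (adjusted p = 0.612 with an estimated correlation). None of this is independent evidence, because the study chose the list as lower in these samples. The largest adjusted p of a call was 0.0495, and limma called 0 probe sets with only the 4 samples of the experiment (1220 at an unadjusted p under 0.05 and fold over 1.5), with only technical replicate 1 (1629) or 2 (1414), without pair 1 (2007) or 2 (1440) and with no filter on the level (1730). It called 125 to 876 under the other filters, scalings and averages tried, while 1333 passed in the main test without adjustment and 199 in the paired test of the methods (0 after adjustment).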

Our in-house annotation of the Affymetrix Mouse 430 2.0 microarrays (see Materials and Methods for details) indicated that ∼60% of down-regulated probe sets - but none of the up-regulated ones - mapped on the coding strand but entirely within intronic regions of genes (Table 1 and Table S1). This is a significant enrichment over the array background of 15% (6780/45037, excluding Affymetrix control probe sets, χ^2^ test p <1.1×10^−15^). Of the 83 intronic probe sets representing 77 distinct transcripts (both protein-coding and non-coding genes), 13 were designed to detect expressed sequence tags (ESTs) in libraries constructed from adult HSCs[24], [27], [28]. In total, there was evidence in the EST database for intronic message for 50/77 transcripts (Table S1). We will refer to these probe sets and their associated genes as “intronic probe sets” and “intronic targets”, respectively, to distinguish them from “mRNA probe sets” and “exonic probe sets” detecting spliced mRNA or 3′-most exons. Notably, of the 74/77 transcripts with both intronic and mRNA probe sets, we found changes in total mRNA levels for only 2: *Mbnl1* and *Meis1*. 

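*Mbnl1*, a regulator of alternative splicing, fell at its intronic probe set from 6.62 ± 0.63 (SD, n = 2) in WT to 5.36 ± 0.72 (SD, n = 2) in *Crebbp*+/− FL HSCs. It also fell at a probe set that Table S1 lists as mRNA, 115685 to 116174 bases from the transcription start site, by 1.20 on the log2 scale (standard error 0.11, adjusted p = 0.0486 from limma, lower in 2 of 2 pairs). At both of these the *Crebbp*+/− mean lay below the minimum level, so the size of the change is not exact. Its brightest probe set had 9.50 ± 0.48 (SD, n = 2) in WT and 9.66 ± 0.43 (SD, n = 2) in *Crebbp*+/− samples (log2 change 0.16, adjusted p = 0.400). *Meis1*, a homeobox factor of stem cells, was lower by a log2 value of -1.29 at a probe set listed as mRNA in Table S1, 8383 to 8854 bases from the transcription start site (standard error 0.14, adjusted p = 0.0508, lower in 2 of 2 pairs), and by -0.26 at its exonic probe set of Table S2 (adjusted p = 0.368). Its intronic probe sets of Table S1 (log2 changes -1.02, adjusted p = 0.0513, and -0.98, adjusted p = 0.0509) also missed the threshold. Over the 65 genes with both kinds of probe set measured, the intronic probe sets had a median log2 change of -1.02 and the mRNA probe set with the highest level 0.039. The difference between the 2 within a gene had a median of -1.05, with -1.05 and -1.09 in the separate pairs, and was negative for 64 of 65 genes, *Meis1* being the exception with 0.29. Of the 65 mRNA probe sets, 61 stayed within 1.5-fold, 2 were lower and 2 higher, and limma called 0 of them (12 at an unadjusted p under 0.05). Among all 149 other probe sets of these genes limma called 1, that of *Mbnl1* named above, and 19 were lower and 4 higher at an unadjusted p under 0.05 and fold over 1.5. The sign of this difference is not independent evidence, because the study chose these genes for lower intronic probe sets in the same samples. Intronic and mRNA changes were not correlated across genes (Pearson r = -0.033).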

In both cases, the mRNA probe set could detect either a putative (non-RefSeq) alternative 3′ exon or an intron in a longer isoform.

**Table 1:** Distribution of Probe Sets Differentially Expressed Relative to Matched Wild-type Cells.

	*Crebbp*+/− HSC		*Ep300*+/− HSC		*Cdkn1a*−/− HSC		*Crebbp*+/− MEF	
Probe set target	Up	Down	Up	Down	Up	Down	Up	Down
**mRNA**								
RefSeq	48	27	4	12	5	48	18	33
non-RefSeq*	6	0	1	2	0	1	0	5
ncRNA	0	3	0	0	0	1	0	1
putative ncRNA	1	2	0	0	2	4	0	0
putative alt 3′UTR	5	14	0	1	0	3	0	0
**Total mRNA**	60	46	5	15	7	57	18	39
**intronic (expected^†^)**	**0 (15)**	**83 (15)**	**0 (3)**	**15 (3)**	**3 (7)**	**15 (7)**	**0 (5)**	**1 (5)**
repeat	0	6	0	0	0	3	0	0
ambiguous/unclear	1	1	0	0	0	6	0	2

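For *Ep300*, the paralog of *Crebbp*, the same kind of arrays compared 2 WT and 2 *Ep300*+/− FL HSC samples, each read on 2 arrays. Cell sorting, pooling and amplification were those of the *Crebbp* experiment, and GCRMA was run on these arrays as a group of their own. On the WT arrays 12072 to 12339 probe sets (median 12238) reached the minimum intensity of the methods, and on the *Ep300*+/− arrays 12042 to 12363 (median 12130.5) did. Levels were averaged, filtered and tested in the joint limma fit described for the *Crebbp* experiment, with the contrast of *Ep300*+/− against WT within pairs. *Ep300* itself had a level of 9.57 ± 0.05 (SD, n = 2) in WT and a log2 change of -0.10 (standard error 0.10, adjusted p = 1.00, lower in 2 of 2 pairs), so these arrays do not separate the genotypes at the inactivated gene either. In simulated data, limma recovered 89% of the probe sets given a log2 change of 1 in this contrast and 93% in that of *Crebbp*+/−. The simulated data also held 100 probe sets with a change of 2 and a shifted list (median -0.52 and -0.48). These shares hold for that setting and are not the power of the test in the measured data. In the measured data of the *Crebbp* contrast, by comparison, limma called 18 of the 80 intronic probe sets of Table S1, whose median change was -1.02, so the simulation may overstate what can be called.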

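In *Ep300*+/− FL HSCs no probe set passed the test, and the intronic probe sets of Table S1 went both ways. That list was chosen on the *Crebbp* samples. The intronic probe sets that Table 1 counts for *Ep300*+/− FL HSCs are not identified there and were not examined here. *Tcf4* had a log2 change of -0.13 at its intronic probe set of Table S1, *Angpt1* 0.11 and *Meis1* 0.12 at the brighter of its intronic probe sets. *Ccnd3* (-0.56, standard error 0.15) and the kinase gene *Tnik* (-0.80, standard error 0.24) were lower at their intronic probe sets, and *Rtn4* (0.68, standard error 0.11) and *Ogt* (0.61) were higher, none past the threshold (adjusted p = 1.00 from limma). Of 80 measured intronic probe sets, 40 were lower and 40 higher, with a median log2 change of 7.5e-04 and medians of 0.063 and -0.099 in the separate pairs. This median lay at percentile 78.8 of 10000 random lists matched on level (camera p = 0.331, p = 0.672 with an estimated correlation). Intronic minus mRNA probe sets of the same gene had a median of 0.034 over 65 genes (two-sided sign-flip permutation test of the mean across genes, p = 0.848). The strongest uncalled probe sets outside the list were those of *Cwc25*, a splicing factor (0.83), the tumor suppressor *Wwox* (0.80), *Stx12* (1.00), *Sox4* (-0.60), *Arl15* (-0.73) and the inflammasome adaptor *Pycard* (-0.95). Megakaryocyte genes were lower as a group, with *Gp9* at -0.44, *Selp* at -0.35 and *Nfe2* at -0.18 (3 of 3 measured lower, camera adjusted p = 0.0128; adjusted p = 0.782 with an estimated correlation). limma called 0 of 13332 probe sets, against 104 at an unadjusted p under 0.05 and fold over 1.5 (56 higher, 48 lower) and 11 in the paired test of the methods (0 after adjustment). Without the replicate block it called 0 as well (42 unadjusted). The effects of *Crebbp* and *Ep300* loss differed over the intronic list by a median of -0.96, which is not independent evidence of a difference because the study chose the list as lower in the *Crebbp* samples, and limma called 0 single probe sets for the difference (1331 at an unadjusted p under 0.05 and fold over 1.5).

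**Figure D1:**
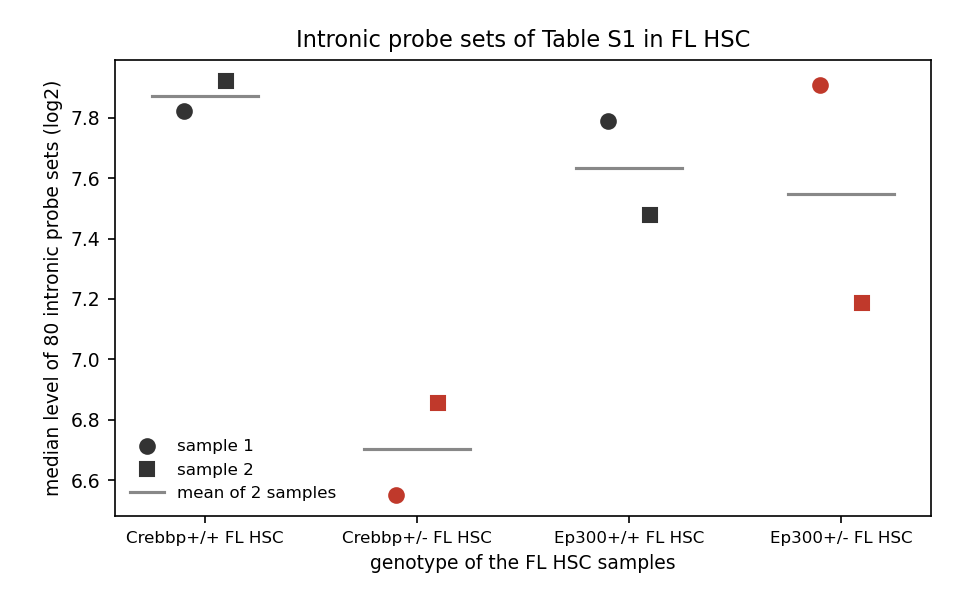
Levels (log2) of the intronic probe sets of Table S1 in each FL HSC sample of the *Crebbp* and *Ep300* experiments, which were normalized separately, so that levels compare only within an experiment. On the single arrays the list's median lay between 7.76 and 7.93 in *Crebbp* WT samples and between 6.57 and 6.81 in *Crebbp*+/− samples.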

An attenuated bias was found in an *Ep300*+/**−** FL HSC expression data set we produced concurrently in which 15/35 differentially expressed probe set were intronic (χ^2^ test p = 1.3×10^−5^), again all of them down-regulated. In contrast, probe sets altered in *Crebbp*+/**−** mouse embryonic fibroblasts (MEFs) relative to WT MEFs showed no enrichment for intronic probe sets (Table 1), indicating that the effect is cell type-specific. 

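MEFs of 4 WT and 4 *Crebbp*+/− samples were compared, with 1 sample of each genotype from each of 4 litters, and each sample was read on 1 array. The methods describe MEF RNA as isolated with TRIzol and labelled without amplification, whereas the sample labels give the amplification kit of the FL HSC samples; which was used cannot be told from the values. GCRMA was run on the 8 MEF arrays alone. On the WT arrays 14493 to 14534 probe sets (median 14521.5) reached log2(100), and on the *Crebbp*+/− arrays 14380 to 14684 (median 14534) did. limma tested 15502 probe sets with litter as a block, and without the replicate block it called 2, both of *Crebbp*.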

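In *Crebbp*+/− MEFs, *Crebbp* itself was lower at each of its probe sets. Its level was 10.24 ± 0.10 (SD, n = 4) in WT and 9.45 ± 0.05 (SD, n = 4) in *Crebbp*+/− MEFs at the brightest probe set, and it was lower in 4 of 4 litters by log2 values of -0.79 there and -0.83, -1.22 and -0.60 at the others. These missed the threshold in the litter block (adjusted p = 0.417 for the brightest, from limma), while the brightest and the next passed without it (adjusted p = 0.0269 each). The Wnt inhibitor *Dkk2* was lower by -1.48 (standard error 0.10, adjusted p = 0.270) and the interleukin 1 antagonist *Il1rn* higher by 1.41 (standard error 0.18, adjusted p = 0.417). Most intronic probe sets found in FL HSCs gave no signal in MEFs: 7 of 83 reached the minimum level, and those of *Msi2*, *Ccnd3*, *Arid1b* and *Tcf4* lay between 1.57 and 2.96. The 7 had a median log2 change of 0.088, with 3 lower and 4 higher, and litter medians of -0.13, 0.43, 0.20 and 0.045 (camera p = 0.171; p = 0.575 with an estimated correlation). Among them, *Rbm39*, a splicing factor, had a change of 0.31 at an intronic probe set and a mean of 0.29 over its 3. *Rtn4* had a change of -0.090. Taken by gene, the intronic median was -0.090 over 5 genes, so its sign depends on the probe sets of *Rbm39*. For 5 genes with both kinds of probe set the intronic minus mRNA difference had a median of -0.11. A two-sided sign-flip permutation test of the mean across genes gave p = 0.624. The litter medians of this difference were -0.33, 0.29, 0.014 and 0.029. limma called 0 probe sets, against 149 at an unadjusted p under 0.05 and fold over 1.5 (49 higher, 100 lower) and 61 in the paired test of the methods (0 after adjustment). Without litter 1 it called 2, both of *Il1rn* (the larger 1.64, adjusted p = 0.0491), and the intronic median became 0.22 over 6 probe sets (camera p = 0.0128; p = 0.379 with an estimated correlation). From the altered probe sets of FL HSCs and MEFs, set side by side in Table 1, the paper concludes that the effect is specific to the cell type.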

Like CREBBP, CDKN1A (p21^Cip1/Waf1^) is required for HSC self-renewal and its loss leads to exhaustion of the HSC pool upon serial transplantation[29]. 

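FL HSCs of *Cdkn1a*−/− fetuses, which lack the cell cycle inhibitor p21, were compared with those of WT fetuses on 4 null and 3 WT arrays, 1 per sample. Nulls and WT were purchased as separate stocks of mixed background, so they were tested without pairs. GCRMA was run on these 7 arrays alone, and levels cannot be compared with those of *Crebbp* or *Ep300* samples. On the WT arrays 18947 to 19447 probe sets (median 19398) reached the minimum intensity, and on the null arrays 19358 to 19522 (median 19448) did. limma tested 20962 probe sets, and with a replicate block on numbers 1 to 3, which also leaves out null sample 4, it called 6. WT sample 3 held transcripts of other fetal liver cells at high levels: erythroid *Slc4a1* at 12.97 (others at most 4.53), hepatocyte *Alb* at 14.54 (others at most 9.50) and macrophage *C1qb* at 12.07 (others at most 3.97).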

Unlike *Crebbp*+/**−** FL HSCs, however, FL HSCs null for *Cdkn1a* showed both up- and down-regulated intronic probe sets at a frequency close to predicted relative to their WT controls (Table 1). 

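*Cdkn1a*−/− FL HSCs differed from WT in a few very large changes, and most intronic probe sets of Table S1 were slightly higher in them. *Cdkn1a* had a level of 8.23 ± 0.60 (SD, n = 3) in WT and 6.57 ± 1.14 (SD, n = 4) in null samples (log2 change -1.66, standard error 0.64, adjusted p = 0.648 from limma, below the WT mean in 4 of 4). The antiviral genes *Trim12a* (-6.62), *Trim34a* (-6.13) and *Trim30d* (-4.71), the interferon-induced *Ifi202b* (-5.89) and *Cep85* (-7.37) fell, and *Ctr9*, a subunit of the PAF complex (4.24), and *Arhgap6* (3.11) rose. The null levels of these 5 falling genes lay below the minimum, so the size of these changes depends on the background and is not exact. Of the intronic list, *Spata5* fell from 6.32 ± 0.56 (SD, n = 3) to 2.86 ± 0.47 (SD, n = 4), also below the minimum, and *Rbm39* from 9.90 ± 0.0076 (SD, n = 3) to 7.04 ± 0.28 (SD, n = 4) at 1 of its 3 intronic probe sets. The mean log2 change over these 3 was -0.72, and the others were not called. The called probe sets of *Spata5* and *Rbm39* were the 2 from the intronic list of Table S1 among 85 called (11 higher, 74 lower). Which of the other called probe sets lie within introns was not analysed here. At an unadjusted p under 0.05 and fold over 1.5 the list held 3 lower and 8 higher ones. An unpaired form of the test of the methods called 548 probe sets and 848 passed limma without adjustment. Over 82 measured intronic probe sets the median log2 change was 0.35, with 11 lower, and above the medians of 10000 random lists matched on level (camera adjusted p = 0.0148; adjusted p = 0.919 with an estimated correlation). Measured from the WT mean, the median was 0.0030, 0.66, 0.69 and 0.10 in the 4 null samples. Intronic minus mRNA probe sets of a gene had a median of 0.30 over 70 genes (two-sided sign-flip permutation test of the mean across genes, p = 0.00777). In the 4 nulls the median difference was -0.032, 0.61, 0.56 and -0.018. In the same permutation test, this difference was 0.059 without WT sample 3 (p = 0.840), 0.33 without WT sample 1 (p = 0.0608), 0.55 without WT sample 2, and 0.19 and 0.22 without null samples 2 and 3 (p = 0.226 and p = 0.176). With the interquartile range filter of the methods the difference turned to -0.044. Erythroid (median -1.93, 13 of 14 lower), hepatocyte (-2.14, 10 of 13), macrophage (-2.25, 8 of 8) and granulocyte genes (-0.68, 17 of 18) fell as groups (camera adjusted p = 0.00994 or less; adjusted p = 0.782 to 0.846 with an estimated correlation), and WT sample 3 held their transcripts. Without that sample the intronic median was 0.060 and camera no longer passed, and limma called 83 probe sets, 63 of them among the 85. The erythroid median was then 0.10 over 4 measured genes and the hepatocyte median 3.03 over 6. Genes that reached the minimum only in WT sample 3 were left out, so these medians do not cover the same genes as -1.93 and -2.14. Without WT sample 1 it called 52, and without null sample 1, 2, 3 or 4 it called 43, 38, 51 and 38. From the higher and lower intronic probe sets that Table 1 lists for these nulls, the paper reasons about FL HSCs with compromised self-renewal.

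**Figure D2:**
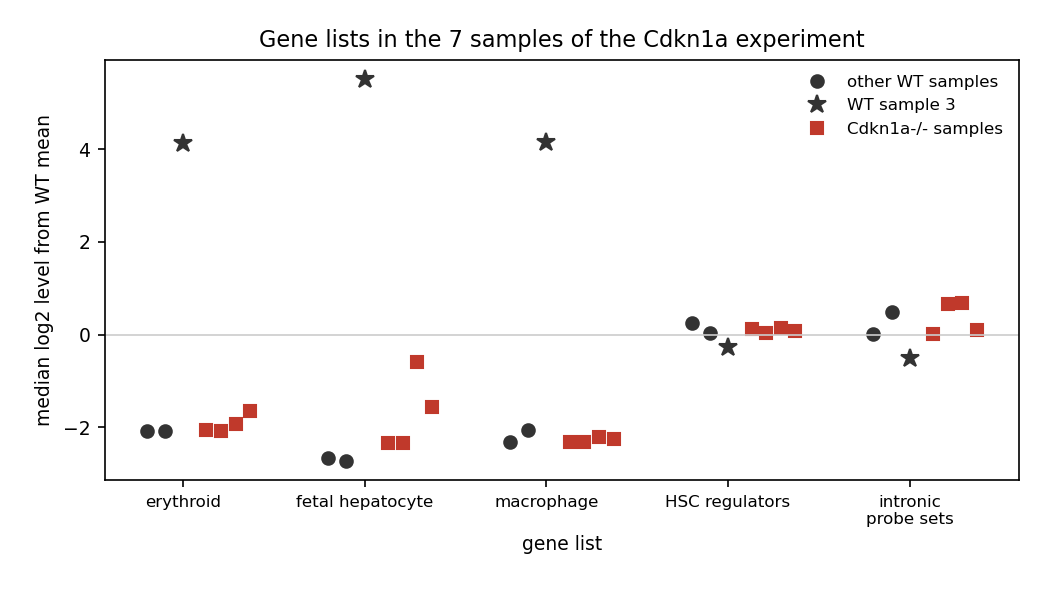
Median log2 level of gene lists in each *Cdkn1a* WT and null sample, measured from the WT mean. WT sample 3 is higher than the other 6 samples for 13 of 14 erythroid, 12 of 13 hepatocyte and 8 of 8 macrophage genes.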

The change in intronic sequence abundance is thus not common to all FL HSCs with compromised self-renewal ability.

### Down-regulated intronic probe sets as a discriminating HSC signature

To determine whether these differentially expressed intronic probe sets were functionally relevant, we first asked whether the intronic probe sets down-regulated in *Crebbp*+/**−** FL HSC could distinguish HSCs from more mature cell types by hierarchical clustering. We took advantage of previously published data sets available for download from the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/). In the absence of appropriate data sets from fetal liver, we selected expression series comparing adult bone marrow (BM) HSCs and various populations of early progenitors and more mature hematopoietic cells[30], [31], [32]. The fetal liver is the primary site of hematopoiesis from day 11 of mouse development, a function taken over by the bone marrow after birth[33]. Although FL HSCs are phenotypically and functionally distinguishable from BM HSCs, FL HSCs are capable of fully reconstituting long-term hematopoiesis in adult animals[34], [35] and unspliced transcripts had previously been detected in adult BM[24].

We used either all 83 probe sets for clustering or the single most highly expressed probe set per transcript (77 in total) to avoid overweighting genes detected by multiple intronic probe sets. The cell populations clustered the same way with both approaches. Figure 1A shows the heat map and sample dendrogram for GSE6506[31]. The two adult BM HSC (SP-LSK) samples of this data set are grouped together on a branch (indicated in red) distinct from all the more differentiated cell types. As a control, we generated 10,000 random samples of 83 probe sets annotated as being both intronic and expressed in WT or *Crebbp*+/**−** FL HSCs. Only 0.52% of the random samples yielded such a clean distinction of HSCs from mature cell types, arguing against the separation occurring purely by chance and suggesting that the underlying process may be common to both adult and fetal HSCs.

**Figure 1:**
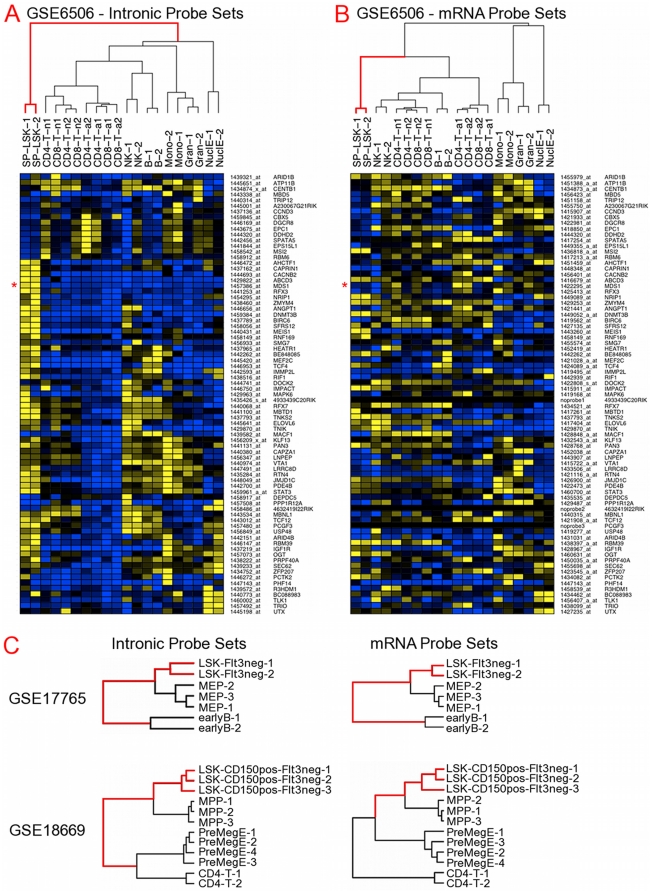
Discriminatory power of intronic probe sets in hierarchical clustering of hematopoietic cell populations. (A) Hierarchical clustering of expression data from Chambers *et al* [31] using intronic probe sets down-regulated in *Crebbp*+/**−** vs WT HSCs. Cell types represented are adult HSCs (SP-LSK, red branch on the dendrogram), activated (a) and naive (n) CD4+ and CD8+ lymphocytes, natural killer (NK) cells, B cells, nucleated erythrocytes (NuclE), monocytes (Mono), and granulocytes (Gran). (B) Same data set as in (A) but with cell populations clustered using mRNA probe sets for the same target genes. In cases where multiple probe sets were available, the one with the largest difference in *Crebbp*+/**−** vs WT HSCs was used. Genes are shown in the same order as in (A) with HSC branches shown in red to the nearest junction point with a mature cell type subtree. (C) Clustering as in (A) (left) and (B) (right) of 2 other published data sets[30], [32] with different subpopulations. As before, red dendrogram branches highlight the distance from HSCs to the nearest mature cell type junction point. LSK: Lin- SCA1+ KIT+; SP: side population; LK: Lin- KIT+; MEP: megakaryocyte/erythrocyte progenitor, LK SCA1- CD34- Fc-gammaRII/III-; MPP: multi-potential progenitor, LSK CD150- FLT3+; PreMegE: megakaryocyte/erythrocyte progenitors, LK SCA1- CD150+ CD105- CD41-.

Are the intronic probe sets simply surrogate measures of the total mRNA level? For each gene with at least one mRNA probe set (74/77 genes), the one with the largest difference in the *Crebbp*+/**−** vs WT FL HSC data set was retained. Figure 1B shows the heat map for the same genes as 1A and in the same row order but with the various cell populations clustered by mRNA probe set. In this case, the HSC branch (shown in red) is no longer clearly distinct from mature cell types but is part of a subtree including all lymphoid cell types. Since the two heat maps are row-normalized, it is clear that the relative expression levels of intronic and mRNA probe sets for the same gene are often quite different (for example, compare the relative levels for *Mds1*, marked by a red asterisk in both Figure 1A and 1B). This is inconsistent with intronic transcript levels being a constant proportion of total message produced in all cell types.

Hierarchical clustering of 2 other published data sets were carried out in the same manner (Figure 1C). In each case, the intronic probe sets (Figure 1C left) segregated the experiment's HSCs (indicated by red bars) from mature cell types. In addition, hierarchical clustering using mRNA probe sets (Figure 1B and 1C right) resulted in somewhat different clustering tree structures than those generated using intronic probe sets (Figure 1A, 1C left), depending on the populations involved. Where intronic and mRNA clustering dendrograms are noticeably different (based on total distance along the dendrogram arms and positions of branch points), the intronic probe sets separate HSCs from early progenitors better than do the mRNA probe sets (shorter overall distance, different branches). The changes in intron levels are therefore not strictly reflections of those in total mRNA differences.

Encouraged by this evidence that the presence of unspliced message was non-random and the finding that our intronic signature was associated with HSC differentiation, we then carried out 3 independent qRT experiments in purified FL HSCs with primers designed to detect spliced or unspliced transcripts (Table 2). Follow-up targets were selected based on previous reports of their involvement in HSC function[36], [37], [38], [39], [40], [41] or, in the case of *Rbpms*, for its implication in developmental processes[42] and physical association with SMAD4[43], a factor critical for HSC self-renewal[44]. 

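In the arrays of the *Crebbp* experiment, the exonic probe sets of Table S2 had WT to *Crebbp*+/− ratios below 1.5 in both pairs when technical replicates were averaged. *Tcf4*, a partner of other E proteins in lymphoid and stem cells, had 1.05 in pair 1 and 0.999 in pair 2, with a level of 11.56 ± 0.15 (SD, n = 2) in WT. *Msi2* had 1.10 and 1.04, the adhesion receptor subunit *Itga4* 0.979 and 0.977, and *Rbpms*, an RNA-binding protein, 0.996 and 1.06. *Angpt1* had 1.34 and 1.12, and *Meis1* 1.02 and 1.41. Over the 12 ratios the range was 0.977 to 1.41 with a median of 1.04, and limma called 0 of the 6 probe sets (0 at an unadjusted p under 0.05 and fold over 1.5), with log2 changes from -0.29 to 0.032. With only technical replicate 1 the exonic range was 0.909 to 2.08 (2 above 1.5) and with only technical replicate 2 it was 0.598 to 1.72 (1 above 1.5), and *Angpt1* in pair 2 had 2.08 and 0.598. The intronic probe sets of these genes in Table S2 had 36 ratios from 0.609 to 3.44 with a median of 2.32, and 28 of them were above 1.5. *Msi2* had the highest, 3.44 and 2.96, and also the lowest, 2.39 and 0.609 at a probe set below the minimum level, and *Tcf4* had 2.54 and 3.01 at its probe set of Table S1 and 3.20 and 3.02 at the other. The value of 2.54 averages technical replicates that differ, with 0.941 in replicate 1 and 6.86 in replicate 2.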

For exonic amplicons, results from qRT consistently agreed well with the microarray data (Table S2), showing little if any change between WT and *Crebbp*+/**−** samples. For intronic amplicons, the reproducibility of the results depended on the proximity of the amplicon to poly(A) tracts of sufficient length to potentially prime the oligo(dT) reverse transcription[45] that we used to amplify our starting material (Table S2). Despite this technical limitation, we found that *Tcf4/E2-2* and *Msi2* intronic amplicons both showed reduced levels in *Crebbp*+/**−** HSC relative to WT. 

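*Itga4*, the alpha 4 integrin subunit by which stem cells adhere to their niche, was lower at its intronic probe set by a log2 value of -1.03 (standard error 0.20, adjusted p = 0.0826 from limma), with WT to *Crebbp*+/− ratios of 1.61 and 2.59 in the pairs. Its exonic probe set differed by 0.032 (standard error 0.10, adjusted p = 0.878). *Rbpms* was lower at an intronic probe set by -1.23 (standard error 0.25, adjusted p = 0.0866) and at the next by -1.13 (standard error 0.19, adjusted p = 0.0704), against -0.038 at its exonic probe set (adjusted p = 0.889). The intronic ratios of *Rbpms* were 2.44 and 2.24, then 2.77 and 1.74, and 1.30 and 1.37 at the remaining probe set, which lay below the minimum level. None of these probe sets passed the threshold, and each intronic value came from 2 pairs. The adjusted p given here are those of limma, not of the paired test of the methods. In that test the intronic probe set of *Itga4* and the *Rbpms* one at -1.13 missed the significance level the paper states for these genes. The *Rbpms* one at -1.23 reached it. Each of these outcomes was the same with log2 and with linear averages.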

Two other genes, *Itga4* and *Rbpms*, which had down-regulated intronic probe sets (although only to a p-value <0.1 significance level in the microarray data) also exhibited greater reduction in intronic than total signal. Figure 2 shows a summary of these results. Plotted are the ratios of total mRNA and intronic signal of WT FL HSCs relative to either *Crebbp*+/**−** (A) or *Ep300*+/**−** (B). Genes for which the ratio is similar for total mRNA and unspliced transcripts fall between the vertical and horizontal grey lines marking 1.5-fold differences. *Tcf4*, *Msi2* and *Rbpms*, on the other hand, fall within the vertical lines, indicating similar mRNA levels in WT and *Crebbp*+/**−** HSCs, but lie well above the horizontal line marking a greater than 1.5-fold excess intronic signal in WT cells. *Itga4* mRNA levels decreased roughly 2-fold in *Crebbp*+/**−** HSCs relative to WT but unspliced transcript levels are reduced even more substantially (∼10-fold). Consistent with the array data, *Ep300*+/**−** samples showed attenuated, if any, difference in intronic and total mRNA ratios (Figure 2B).

**Figure 2:**
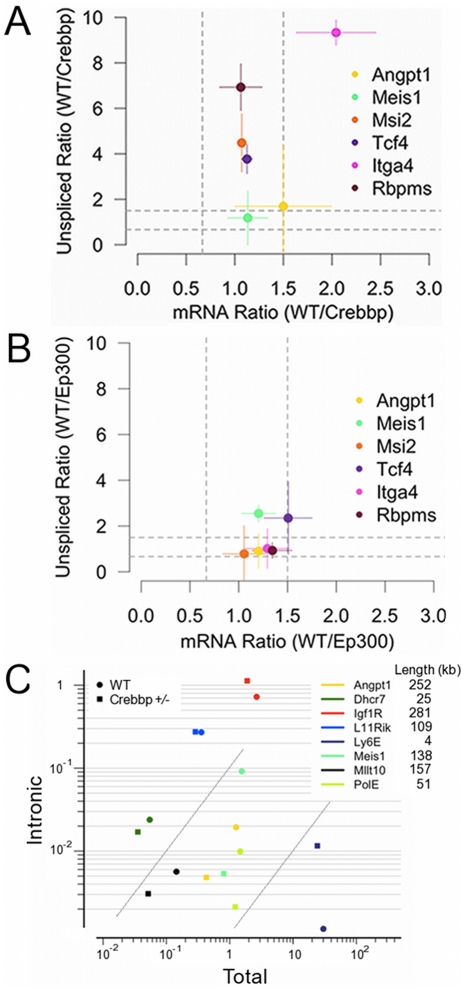
Changes in the ratio of unspliced message relative to total mRNA ratios in WT *vs Crebbp*+/− HSCs. (A) WT/*Crebbp*+/**−** ratios for total mRNA *vs* unspliced mRNA qRT signal for the indicated genes. Dashed grey lines mark the 1.5-fold limit used as a cut-off for differential expression. Points lying within the vertical grey lines but above the horizontal ones indicate little change in mRNA levels in WT *vs Crebbp*+/**−** cells but a reduction in the ratio of unspliced message. Plotted are median values with horizontal and vertical lines extending to indicate median absolute deviation for the mRNA and unspliced ratios, respectively. (B) WT/*Ep300*+/**−** ratios for total mRNA *vs* unspliced mRNA qRT signal for the indicated genes as in (A) showing little if any discrepant change in total and unspliced transcript levels. (C) Total mRNA vs Intronic qRT signal for the indicated genes in WT and *Crebbp*+/**−** HSCs. Grey lines indicate a slope of 1 on the log-log plot and are provided as a visual reference only. Gene lengths in kilobases (kb) are shown at the right.

**Table 2:** Primer Sequences Used in qRT Reactions.

Gene	Amplicon Type	Forward (5′->3′)	Reverse (5′->3′)
*Crebbp*	exonic	AAGTCACCCAGCTCTCCTCA	GGCTGATTGGCCACATACTT
*Ep300*	exonic	GCCTTCTCCACACCATGTTT	CGAGCTGTGAAAGCATTGAA
*Gapdh*	exonic	ACGTGCCGCCTGGAGAA	CATGCCTGCTTCACCACCTT
*Ly6E*	intron-spanning	CTTCCAACATGAGAGTCTTCC	GCAGATAACGTGATACAGTAATGG
	exon-intron	GTTGTCATTGGCTGGCTTTT	GCAGATAACGTGATACAGTAATGG
*1700081L11Rik*	intron-spanning	AAGCGTTTGATTCGGATGTC	CTGTTGTATGATCTGGGAAAGG
	exon-intron	AAGGGAAAGGCCTCTGGTTA	CTGTTGTATGATCTGGGAAAGG
*Dhcr7*	intron-spanning	GATTGTAGCCTGGACCCTCA	GAGAGCTGCACAGGGTGGTA
	exon-intron	GAAGCTGGCGTGACAAGTCT	GAGAGCTGCACAGGGTGGTA
*Pole*	intron-spanning	CTGATGGCCTTCACACTTCA	CTTTTGGAGCAGGCAGTAGG
	exon-intron	CTGATGGCCTTCACACTTCA	TGCTCTGCTCCTGCACTCTA
*Mllt10*	intron-spanning	TTCCATGCAGTATCGACATGA	TGACCAGATGACTGCTGAGG
	exon-intron	AGGGAAGGGATCAAGGAGAA	TGACCAGATGACTGCTGAGG
*Igf1r*	intron-spanning	AGCCCATGTGTGAGAAGACC	ACGCAGGTTGTGTTGTCGT
	exon-intron	AGCCCATGTGTGAGAAGACC	CGGAGCAGAAAGTGGAAGTC
	intronic	GTTGTGCCCCAGTGTTTTCT	TGGTCCTCAGCCAAGAGACT
*Angpt1*	intron-spanning	TCTGCCAGCTGTGTCTTGTT	CGTGTGGTTTTGAACAGCAT
	exon-intron	TCTGCCAGCTGTGTCTTGTT	CGTGTGGTTTTGAACAGCAT
	exonic	GCGCTGGCAGTACAATGACAGTTT	CACATTGCCCATGTTGAATCCGGT
	intronic	ACAACAGAGGCCACAAGCCTTAGA	CACCAGCCACTGCACAAAGACATT
*Meis1*	intron-spanning	ACAATTTCTGCCACCGGTAT	GTTCCTCCTGAACGAGTGGA
	exon-intron	CCCTGTAGCCCTCCTCAGTT	GTTCCTCCTGAACGAGTGGA
	exonic	TAGGAGGAGGCATGGAAACCCAAA	AGGTGATGGTTGTTGTTGCATGGG
	intronic	TGTGGTCCTATTTGCCCACTGCTA	TGCAACTCCATCCTCTGACACCTT
*Tcf4*	exonic	AGGACGAAATGCTGACCCTGAAGT	CGGGCAATGCTGCATGTAATTCCT
	intronic	AACTCCCGTGGGAATGAGTGATGT	ATGCCCACTGCCAACATCATGAAC
*Msi2*	exonic	TGGTACTTAAGGCACAGCCAGTGT	TTCTGCGCTATCCCGTCTGTGAAT
	intronic	TGCAGAAGCCAGCAAGTAGACTGT	AGGACTCGCTAGCCAAGATGGTTT
*Rbpms*	exonic	GGCAAACACGAAGATGGCCAAGAA	TATGGCTCCCTGGCAATGAACTGA
	intronic	AGGTTCCTGCCAATCCTGTCCTTT	AAACTGTGCTGCAAGGGTTCCAAG
*Itga4*	exonic	AGACCTTTGTACCTTTGCCTCCCA	AGAGAGAGCCTTCCCTGTTTGCTT
	intronic	GCAGGACATTCAAGTTGCCCTTGT	AGGAATTCCCACCTGCTACCAACA

Many of our target genes were >100 kilobases long and their mRNA was detected at modest levels on the microarrays. Consequently, we wondered whether changes in intronic sequence detection was a widespread phenomenon and whether it correlated with transcript length or expression level. We therefore carried out a further set of qRT reactions using linked primer pairs for which either the forward or the reverse primer was common to both the exonic and intronic amplicons for a given gene (see Table 2 for details). We included genes of varying lengths and predicted expression levels based on the microarray data. Figure 2C shows total and intronic mRNA levels for each gene in WT and *Crebbp*+/**−** HSCs. As can be seen in the figure, not all transcripts were altered in *Crebbp*+/**−** HSCs (e.g. *170081L11Rik* indicated as “L11Rik”). In some cases, both intronic and total signal changed proportionately (e.g. *Dhcr7*, *Mllt10* where the slope from the WT square to the *Crebbp*+/**−** circle is close to 1) while in others the variation was greater in the intronic signal than in total mRNA level (e.g. *Ly6*, *Pole, Meis1*). The change in intronic signal relative to total message thus seems gene-specific rather than a function of length or mRNA abundance (compare *Ly6E*, *Igf1R* and *Angpt1*, for example). Overall, the clustering and qRT results indicate that the mechanism underlying the alterations in intronic signal is both cell-type specific and selective in its targets.

### Classification of genes hosting differentially expressed intronic probe sets

We found no particular gene ontology term or pathway significantly over-represented among the 77 distinct transcripts hosting these 83 intronic probe sets. 

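The genes of Table 3 were measured in *Crebbp*+/− FL HSCs at their intronic probe sets and at their brightest probe sets outside that list. In the group of RNA binding and processing, *Mbnl1* and *Msi2* had called intronic probe sets, while *Srek1* (-0.98), *Dgcr8* (-0.79), a partner of DROSHA in microRNA processing, and *Pan3* (-0.69) were lower in 2 of 2 pairs without a call (adjusted p = 0.0513 to 0.0877 from limma). *Rbm39* was lower by -0.71, -0.80 and -0.74 at its 3 intronic probe sets and had 0.066 at its brightest. In the cell cycle group, *Ccnd3* and *Rif1*, which acts in replication timing (-1.05), were called, and *Macf1* (-0.80), *Ahctf1* (-1.02) and *Mapk6* (-0.78) were not. Among the kinase group, *Igf1r* was called, and *Cdk17* (-1.10), *Acap1* (-0.94), *Trio* (-1.17) and *Tnik* (-0.90) were not. The chromatin genes *Cbx5* (-1.34, adjusted p = 0.0506), *Mbtd1* (-1.04), *Dnmt3b* (-1.05), *Epc1* (-1.11), *Arid4b* (-0.96), *Jmjd1c* (-0.79) and *Kdm6a* (-0.75) had lower intronic probe sets in 2 of 2 pairs with no call. In the group of development and growth, *Angpt1*, *Mbnl1*, *Mef2c*, *Rtn4*, *Spata5* and *Tcf4* were called, and *Tcf12* (-1.09) and *Meis1* were not. The intronic probe set of *Tlk1*, listed in 3 of the groups, lay below the minimum level. At the brightest probe sets outside the intronic list, none of the groups passed camera, with medians of -0.022 (RNA binding, 7 measured), 0.011 (cell cycle, 6), 0.051 (chromatin, 8), 0.072 (development, 9; mean -0.023) and 0.35 (kinases, 7) and adjusted p = 0.284 to 0.892. limma called 0 of these probe sets over all genes, and adjusted over the list alone 3 passed: *Tnik* (0.83) was higher and *Acap1* (-0.63) and *Meis1* (-1.26 at an intronic probe set of Table S2) were lower, which is not independent evidence because the study chose these genes on the same samples.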

The list of functional categories represented by their encoded proteins, however, included kinases as well as genes associated with transcription, cell cycle regulation and cellular division, growth regulation and organismal development, chromatin binding and modification, and RNA binding and processing (Table 3). This last category is notable as it suggests that CREBBP might indirectly modulate intronic signal levels by regulating the expression of proteins that are themselves involved at different stages of RNA metabolism. Furthermore, CREBBP itself has also been localized by immunofluorescence to splicing speckles[14], [15] suggesting that it may also play a direct role in the splicing process. Interestingly, among the non-intronic targets summarized in Table 1 and listed in Table S1 are 2 down-regulated probe sets that detect the non-coding RNA, *Malat1*, which is also associated with splicing speckles[46] and regulates alternative splicing of pre-mRNA[47]. 

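*Malat1*, an abundant nuclear RNA of the splicing speckles, was lower in *Crebbp*+/− FL HSCs at each of its 7 measured probe sets, in 2 of 2 pairs, and none was called. The probe sets of Table S1 had 12.00 ± 0.13 (SD, n = 2) in WT and 11.28 ± 0.067 (SD, n = 2) in *Crebbp*+/− samples at the brighter (log2 change -0.72, standard error 0.10, adjusted p = 0.0556 from limma), and 9.21 ± 0.14 (SD, n = 2) and 8.33 ± 0.042 (SD, n = 2) at the other (-0.89, standard error 0.11, adjusted p = 0.0513). Those outside the table, 5 in number, differed by -0.52, -0.62, -0.67, -0.67 and -0.98 (adjusted p = 0.0508 to 0.0921). All 3 non-coding RNA probe sets of Table S1 were lower when adjusted over the list alone, which is not independent evidence because the study chose them on these samples, with a median of -0.89 (camera adjusted p = 8.5e-04; adjusted p = 0.782 with an estimated correlation). Over the 7 measured nuclear long non-coding RNAs, a list that also holds *Meg3*, *Xist* and a *Kcnq1ot1* probe set of Table S1, 6 were lower with a median of -0.38 (camera adjusted p = 0.00196; adjusted p = 0.782 with an estimated correlation), 0 called and 2 lower when adjusted over the list alone.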

CREBBP may thus participate at several levels, both directly and indirectly, in a feed-forward loop regulating pre-mRNA processing.

**Table 3:** Functional Annotation of Intronic Target Genes.

**Cell cycle & division**	AHCTF1	**Kinase activity**	CENTB1
	CCND3		IGF1R
	MACF1		MAPK6
	MAPK6		PCTK2
	RIF1		TLK1
	TLK1		TNIK
			TRIO
**Chromatin binding**	ARID4B	**RNA binding &**	AHCTF1
**& modification**	CBX5	**processing**	DGCR8
	DNMT3B		MBNL1
	EPC1		MSI2
	JMJD1C		PAN3
	MBDT1		PRPF40A
	TLK1		RBM39
	UTX		SFRS12
			SMG7
**Development & growth**	AHCTF1		
	ANGPT1		
	MBNL1		
	MEF2C		
	MEIS1		
	RTN4		
	SPATA5		
	TCF4		
	TCF12		

We do not see a generalized impact on intronic levels with the reduction in *Crebbp* expression, however, indicating that there is some selectivity in the genes exhibiting these changes. 

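Outside Table S1, most probe sets of single genes moved little in *Crebbp*+/− FL HSCs, while those with no assigned gene fell more often. The 11675 measured probe sets assigned to a single gene had a median log2 change of 0.0645 (quartiles -0.10 and 0.25), and 354 were lower and 584 higher by more than 1.5-fold. The 1054 probe sets with no assigned gene, which include probe sets for introns and repeats, had a median of -0.12 (quartiles -0.64 and 0.12). Of these, 291 were lower and 41 higher by that fold. Adjusted over each class alone, 198 of them passed, against 0 of the single-gene probe sets. Of the 83 intronic probe sets of Table S1, 52 had no assigned gene either. Among intronic probe sets of the follow-up genes, those with the ratios 1.23 and 1.42 (*Angpt1*) and 1.12 and 0.996 (*Meis1*) differed less than the others of the same genes, but both lay below the minimum level. The intronic probe sets of Table S2 outside Table S1 that reached the minimum level, 7 in number, had a median of -1.23, and the 6 repeat probe sets of Table S1 had a median of -1.07, neither of which is independent evidence because the study chose these on the same samples. Which of the other probe sets on the array lie within introns was not analysed here, so a wider fall of intronic probe sets cannot be excluded. From the absence of a general change in intronic levels, the paper concludes that the effect is selective for some genes.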

We found evidence that the promoters of genes with differentially expressed intronic probe sets are enriched for a different set of transcription factor binding sites (TFBS) proximal to their transcription start sites (TSS, -500bp to +250bp) relative to the exonic target genes (Table 4 and Table S1). TFBS for ARID3A/BRIGHT, C/EBPalpha, GFI1, IRF1, NR3C1 (glucocorticoid receptor), SOX5 or SOX17 where significantly enriched only in the intronic target set. 

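Of the 16 transcription factors of Table 4, 14 reached the minimum level of log2(100) in a WT FL HSC sample of the *Crebbp* experiment, and 14 did so in the *Ep300* experiment. In the WT samples of the *Crebbp* experiment *Cebpa*, which drives granulocyte commitment, had a mean level of 8.98 at its brightest probe set, *Gfi1*, a repressor that restrains stem cell cycling, 9.27, *Irf1* 7.83 and *Nr3c1*, the glucocorticoid receptor, 7.58. *Arid3a* lay near the minimum, with 6.71 and 6.44 in the 2 WT samples. *Sox5* and *Sox17* lay at background, between 2.16 and 2.82 at every probe set in the WT samples of both experiments, and did not reach log2(50) either. Of the other factors of Table 4, *Nfya* had 10.75, *Creb1* 9.14, *Tbp* 8.85, *Sp1* 8.55, *Ets1* 8.52, *Gabpa* 8.49, *Elk1* 7.87, *Nfatc2* 7.20 and *Spi1* 6.92. At a minimum of log2(200) 11 factors remained in the *Crebbp* experiment and 12 in the *Ep300* experiment. Each level is a mean of 2 samples, and presence calls by probe pair were not used here.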

At least one of these TFBS was present in each of the intronic target promoters and 81% of promoters had sites for 3 or more of these transcription factors, all of which are expressed in FL HSCs based on our microarray data. Each of these factors except SOX5 has been implicated in hematopoietic regulation at various stages[13], [48], [49], [50], [51], [52] and CREBBP has been shown to interact (directly or by homology with EP300) with C/EBPalpha, IRF1, NR3C1 and multiple SOX family members[4].

**Table 4:** Binding Sites for Expressed Transcription Factors Enriched in Proximal Promoters of Target Genes.

			Intronic (all down)			Down mRNA			Up mRNA		
			N = 85, 61% (G+C)			n = 48, 59% (G+C)			n = 55, 60% (G+C)		
				EnrichmentP-value			EnrichmentP-value			EnrichmentP-value	
JasparTFBS Matrix	Factor	Binds CREBBP? †	Score *	TSS	Chr19	Score	TSS	Chr19	Score	TSS	Chr19
MA0079.2	SP1	Y	110	0.005	0						
MA0080.2	SFPI1/PU.1	Y	56.4	0	0				37.7	0	0
MA0152.1	NFATC2	Y	44.5	0.008	0.002				35.1	0	0
MA0098.1	ETS1	Y	25.9	0	0				19.6	0	0
MA0050.1	IRF1	Y	20.2	0	0						
MA0113.1	NR3C1/GR	Y	20.2	0	0						
GFI1_Q6 #	GFI1		11.2	0	0						
MA0151.1	ARID3A		8.88	0	0						
MA0028.1	ELK1	Y	8.82	0	0	2.42	0.006	0.001	13.6	0	0
MA0062.2	GABPA	Y	6.81	0	0				15.7	0	0
MA0078.1	SOX17		6.39	0	0.001						
MA0108.2	TBP	Y	5.63	0.002	0						
MA0087.1	SOX5		5.61	0.001	0						
MA0102.2	CEBPA	Y	4.73	0.001	0						
MA0060.1	NFYA	Y				10.5	0.001	0	6.4	0.004	0
MA0018.2	CREB1	Y				1.93	0.001	0			

† Bedford et al. (2010) and references therein.

*Scores comparable within but not between groups.

#From Transfac; Matys et al. (2003).

Taken together, these results indicate that reduction in CREBBP level in HSCs alters pre-mRNA processing in a regulated manner for a subset of genes. It is difficult to obtain sufficient material reproducibly from FL or adult HSC for in-depth molecular analyses so we turned for our subsequent studies to HSC-like EML cells which possess lymphomyeloid differentiation potential[26] and have previously been used as a model system for studying hematopoietic lineage commitment[53], [54], [55].

### Differentiation-associated down-regulation of CREBBP and spontaneous commitment to myeloid lineages upon knock-down of *Crebbp* expression in EML cells

*Crebbp* expression is widespread but developmentally regulated during embryogenesis[56] and its transcript[57] and protein levels (Figure 3A) are lower in certain committed progenitors and mature cells than in HSCs. Similarly, EML cells driven to myeloid differentiation by growth factor and all-trans retinoic acid (ATRA) stimulation down-regulate CREBBP levels (Figure 3B). Parental EML cells (Figure 3C i) showed a characteristic hand-mirror morphology that was lost as the cells began differentiating upon reduction of SCF and addition of IL-3 and ATRA (Figure 3C ii). As previously reported[53], the shift to medium containing only GM-CSF resulted in some cell death but cultures further stimulated with GM-CSF + ATRA gave rise to mature granulocytes (∼70% of cells, Figure 3C iii) mixed with macrophages (Figure 3C iv).

**Figure 3:**
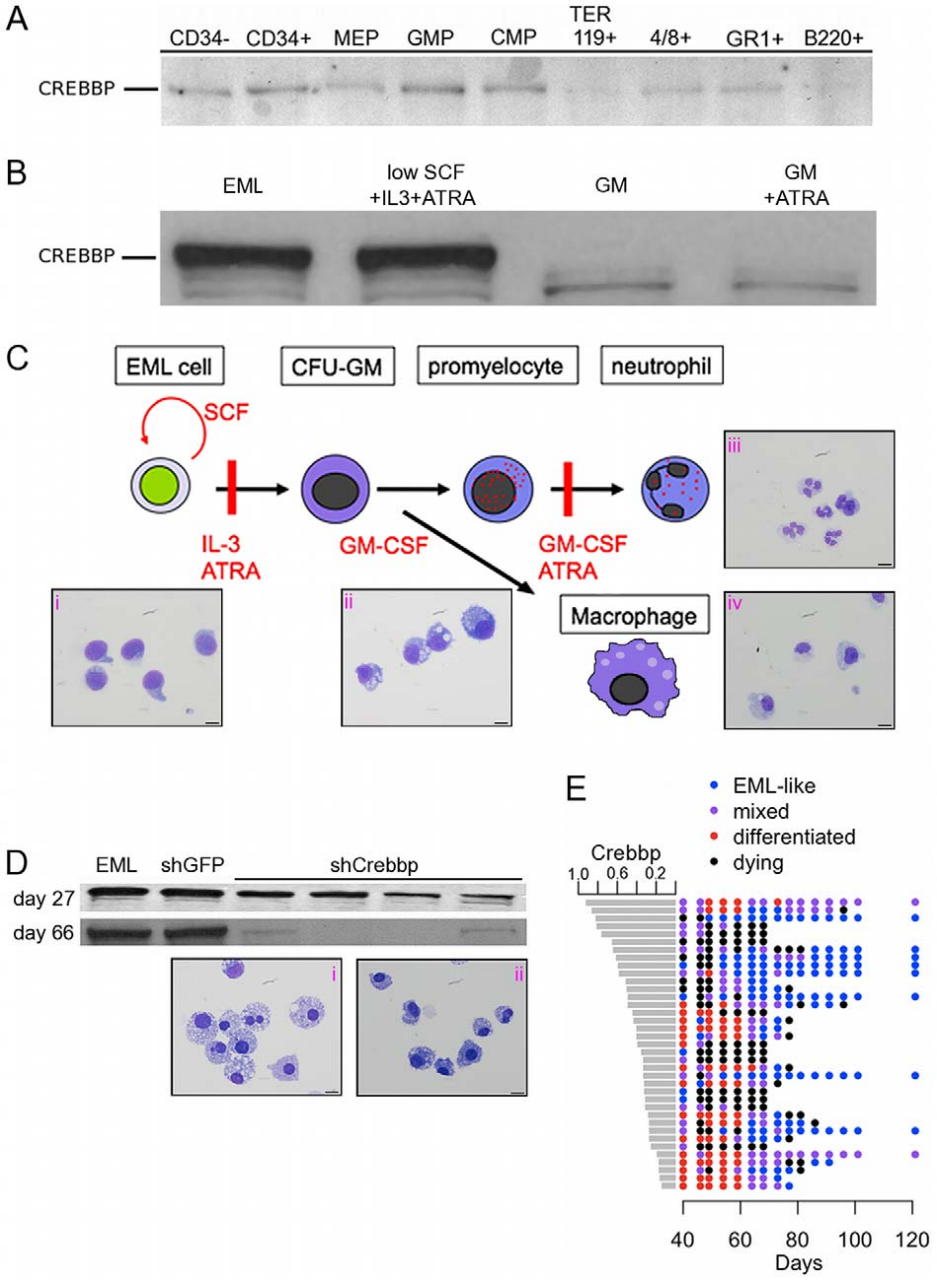
Knock-down of CREBBP levels triggers stimulus-independent myeloid differentiation of EML cells. (A) Western blots for CREBBP in lysates from 15,000 sorted hematopoietic cells per lane for a single experiment. Sort phenotypes: CD34- = LT HSCs (Lin- SCA1+ KIT++ CD34-), CD34+ = ST-HSC (Lin- SCA1+ KIT++ CD34+), MEP =  (Lin- SCA1- KIT+ CD34- CD16/32-), GMP =  (Lin- SCA1- KIT+ CD34+ CD16/32+), CMP =  (Lin- SCA1- KIT+ CD34+ CD16/32-), others as indicated. (B) Western blots for CREBBP in 12.5 µg of nuclear extracts of undifferentiated EML cells (EML) and EML cells induced to differentiate by reducing the dose of SCF and addition of IL3 and ATRA (low SCF+IL3+ATRA), switching to GM-CSF only (GM) and then adding ATRA (GM+ATRA). Shown is a representative of at least 3 experiments. (C) Depiction of factors required to either maintain undifferentiated EML cell cultures (SCF) or to trigger myeloid differentiation (IL-3, ATRA, GM-CSF). Vertical red lines indicate RARα403 blocks to differentiation and the factors used to overcome them. (i-iv) Representative cytospins stained with Wright-Giemsa. (i) Undifferentiated EML cells with characteristic hand-mirror morphology. (ii) EML cells in low SCF + IL-3 + ATRA. (iii, iv) Fully differentiated EML cells after culture in GM-CSF alone followed by GM-CSF + ATRA. (D) CREBBP protein levels in 3×10^5^ cloned cells, either control (EML, shGFP) or in representative clones expressing shRNA against *Crebbp* measured at the indicated times post-cloning. (i, ii) Representative cytospins of cultures treated with shCrebbp. Scale bar in cytospins  = 10 µm at 60X magnification. (E) Summary of outcomes for clones expressing shRNA against *Crebbp*. Each point represents the state of the culture at the indicated time. Relative *Crebbp* levels measured at 5 weeks post-cloning are indicated by the histogram on the left. Growth characteristics are indicated by color: EML-like (rapid growth with <5% adherent cells), mixed (<50% adherent), differentiated (>50% adherent), dying (>50% cells dead). Clone histories were recorded for 120 days or ended when the clone could no longer be passaged.

Cells exposed to control shRNA against GFP continued to express CREBBP at WT levels (compare Figure 3D EML and shGFP) and grew in suspension like parental EML cells. In contrast, reduction of CREBBP levels by lentiviral delivery of shRNA led to widespread death or stimulus-independent differentiation of EML cells (Figure 3D i–ii).

Forty *Crebbp* knock-down (shCrebbp) clones were isolated in SCF-containing methylcellulose and then passaged in liquid culture in the presence of SCF (i.e. under non-differentiating conditions). Within 3–4 weeks, 39% of clones were dead or dying, 39% had differentiated and the remainder underwent extensive cell death before subclones emerged, either looking and growing like the parental EML cells or else differentiating. Figure 3E shows growth histories for 37 clones still alive after 40 days. Each point reflects the state of the culture on the indicated day post-cloning: “EML-like” cells grew rapidly in suspension (<5% adherent, blue circles), “mixed” cultures contained less than 50% differentiated (adherent) cells (purple circles), “differentiated” cultures contained mostly adherent cells (red circles) and “dying” cultures contained a majority of dead cells (black circles). Clones with lower levels of *Crebbp* message (as measured by qRT at week 5) were more likely to differentiate and eventually die. Clones that survived for the full length of the experiment (120 days) generally grew in suspension like parental EML cells and seemed to arise as subclones in cultures that had undergone substantial cell death. As controls, we also followed 20 clones receiving control shRNA targeting GFP and 20 that were cloned but not exposed to virus. All grew like parental EML cells for more than a month, indicating that differentiation and death were not predominantly side-effects of lentiviral treatment or cloning.

Down-regulation of CREBBP in EML cells thus mimics the mix of cell death and myeloid differentiation seen in these cells when they are driven to differentiate by ATRA, IL-3 and GM-CSF stimulation[53], suggesting that CREBBP either acts downstream of the growth factor signaling cascade or can trigger differentiation through an independent, parallel pathway. The spontaneous myeloid differentiation of EML cells after *Crebbp* knock-down, reminiscent of the increased myelopoiesis seen in *Crebbp*+/**−** animals[3], and the differentiation-induced down-regulation of CREBBP protein levels, similar to that observed in differentiating hematopoietic cells (Figure 3A and [57]), both indicate that regulated reduction of CREBBP abundance is a key event in early hematopoietic differentiation.

### Fluctuations in intronic-to-total mRNA ratios and protein levels in HSC-like EML cells depending on differentiation stage and CREBBP levels

We had confirmed by qRT that intron levels for *Itga4*, *Msi2* and *Tcf4*, each of which has been implicated in hematopoietic development[38], [41], [58], [59], were reduced in *Crebbp*+/**−** FL HSCs relative to WT (Figure 2). We now wanted to know whether a natural reduction in CREBBP protein occurring as a consequence of normal differentiation processes in EML cells would result in similar intronic changes. More importantly, we wondered whether fluctuations in intronic levels could have a measurable impact on protein levels.

EML cell cultures kept undifferentiated by the presence of SCF are a mixture of CD34+, SCF-responsive, replicating cells and their progeny CD34-, SCF-independent cells that become responsive to interleukin-3[53]. In addition to HSC-like cells (EML-HSC: Lin- SCA1+ CD34+ KIT++), the cultures also contain cells which have cell surface marker profiles similar to early myeloid progenitors (EML-CMP/GMP: Lin- SCA1- CD34+ KIT++) and megakaryocytic-erythroid progenitors (EML-MEP: Lin- SCA1- CD34- KIT++). Down-regulation of CREBBP abundance can be seen in phenotypically distinct subpopulations of EML cells (Figure 4A, inset). In particular, EML-MEP have roughly 50% of EML-HSC CREBBP protein levels, much like primary BM MEPs do relative to HSCs (Figure 3A). In each case, protein levels were lowest in EML-MEPs (Figure 4A). Relative mRNA and intronic signals varied by target and cell subpopulation but, again, changes were most pronounced in EML-MEPs (Figure 4B).

**Figure 4:**
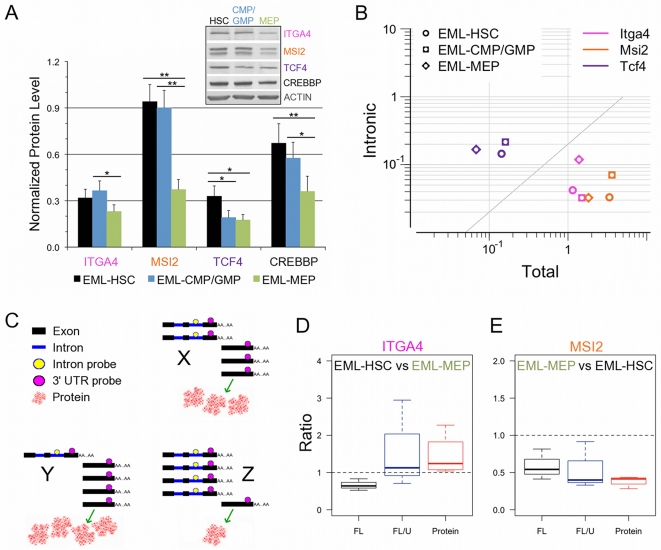
Regulated changes in protein levels and intronic sequence abundance as a function of differentiation stage. (A) Quantification of expression levels for the indicated proteins in phenotypically HSC-like cells (EML-HSC: Lin- SCA1+ CD34+ KIT++), early myeloid progenitors (EML-CMP/GMP: Lin- SCA1- CD34+ KIT++) and megakaryocyte/erythrocyte progenitors (EML-MEP: Lin- SCA1- CD34- KIT++). Bars indicate means + SEM of 4 independent experiments normalized to beta-actin levels. Significant differences in protein levels between cell types indicated by * for ANOVA p-values <0.05 and ** for <0.01. Inset: representative Western blots. (B) Full-length *vs* intronic qRT signals for the indicated genes in the EML subpopulations described in A. Shown are median values from 3 independent experiments. (C) Model of the potential impact of varying intronic levels for a constant level of full-length mRNA. Exonic sequences are represented by black rectangles and introns by blue lines. Probes for intronic and full-length sequences are indicated by yellow and magenta circles, respectively. For each of X, Y and Z, the full-length level is the same (5 magenta circles) but the proportion of unspliced transcript varies (X = 2 probes, Y = 1 and Z = 4). The corresponding protein levels (pink blobs) reflect the relative proportion of spliced and unspliced transcript since only the latter can be translated. (D) Ratio of full-length mRNA (black box, F), full-length/unspliced (blue box, F/U) and protein (red box, P) in EML-HSC relative to EML-MEP for *Itga4* (E) As in (D) but for *Msi2* in EML-MEP *vs* EML-HSC. Whisker plots in (D) and (E) show median (line inside box), interquartile range (limits of the box) and data range (limits of whiskers).

Our model, based on the above results, is that the regulated production of unspliced, full-length transcripts can represent a sufficiently large proportion of the total mRNA pool to have a detectable impact on protein levels. Figure 4C shows a cartoon of scenarios in which relative protein abundance and total mRNA levels would not correlate well. In each case illustrated (X, Y and Z), the same full-length mRNA signal is present (as detected by qRT, for example, by a 3′ exonic probe indicated by the magenta spots). However, varying levels of unspliced transcript detected by an intronic probe (yellow spots) would result in different protein levels since only fully processed mRNA can be translated. In the absence of some correction for the presence of unspliced transcripts, a comparison of full-length message levels in X, Y and Z would thus predict lower than observed protein levels for Y relative to X or, conversely, higher than observed protein levels in Z relative to X.

Our data show instances of each of these cases. Full-length transcript levels of *Itga4* in EML-HSCs are on average lower than in EML-MEPs but protein levels are higher (Figure 4D). Factoring in intronic signal levels yields a better estimate of protein abundance. In the case of *Msi2* (Figure 4E), the combination of both lower total mRNA and a greater proportion of unspliced product in EML-MEPs relative to EML-HSCs results in a more substantial reduction in protein levels than predicted solely by relative mRNA levels.

Taken together, these data indicate that the differences in unspliced pre-mRNA levels we detected originally in FL HSCs are context-sensitive, varying with both developmental and differentiation stage. More importantly, these changes have the potential to alter protein levels and, consequently, to have an impact on downstream HSC functions.

## Discussion

The production of mature, fully spliced mRNA is subject to regulation not only at the initiation stage but also during elongation, 3′-end processing and through splice site selection. Although there is a preferred order in intron removal, excision does not necessary proceed in a linear or directional manner[60] and, in some cases, splicing of one intron can alter subsequent splice site selection[61], [62]. In addition, elongation and splicing are regulated in a cell type- and differentiation stage-specific manner[63]. Recent studies in HSCs[24], macrophages[18] and T-cells[19] have raised the possibility of a further level of control to this already complex system whereby production of full-length but unprocessed transcripts can serve to maintain a locus accessible but non-productive until appropriate signals are received. The role of CREBBP as a context-dependent transcriptional coactivator or inhibitor has been known for some time[64], [65]. Less familiar are its function in 3′-end processing[16] and its colocalization with splicing factors and nascent transcripts in nuclear speckles[14], [66]. Hargreaves et al. have also recently proposed a role for CREBBP in macrophages in the production of unspliced mRNA in primary response genes with GC-rich promoters (so-called PRG-I genes) [18].

In light of these studies linking CREBBP not only with initiation of transcription but also with pre-mRNA processing, we set out to determine whether fluctuations in intronic signals we detected in microarray studies of *Crebbp*+/**−** FL HSCs were real and might reveal something novel about the underlying biology of HSCs beyond what corresponding mRNA levels could tell us. Although our initial observations came from fetal HSCs, we found that the same probe set signature could distinguish adult HSC from differentiated cell types better than non-intronic probes sets for the same genes. In addition, despite the fact that each independently published data set we examined had slightly different isolation procedures for their HSC populations, our intronic signature consistently separated them from progenitors and mature cells, indicating that it reflects functionality rather than a specific cell surface phenotype.

Reduction in CREBBP levels did not result in a generalized defect in splicing, however. In fact, for most of the transcripts we tested by qRT, the level of intronic signal tracked with changes in total mRNA levels so that the proportion of unspliced message remained constant regardless of expression level. Nevertheless, in both FL HSCs and phenotypically immature EML cell subpopulations, there was a subset of genes that deviated from this linear relationship. Our results in FL HSCs had suggested that reduced levels of CREBBP triggered increased splicing since altered intronic probe sets were invariably down-regulated but results with EML cells indicate that, like other mechanisms regulating pre-mRNA production and maturation, the process (or combination of processes) we are detecting varies by target gene, cell type and differentiation state.

A further indication that the changes in intron levels we found in FL HSCs are functionally relevant is the fact that the transcription factor binding sites enriched in the proximal promoter regions of intronic genes were in part different from those for genes in which total mRNA abundance changes. Binding sites for SOX17, a factor essential for fetal but not adult hematopoiesis[52], were over-represented only in intronic targets. Also selectively enriched in intronic target promoters were binding sites for interferon-responsive factor 1 (IRF1) and the glucocorticoid receptor (NR3C1). Interferon alpha has been shown to trigger HSC cycling[67] and IRF1 and NR3C1 exhibit synergistic or inhibitory crosstalk in signal transduction depending on cellular context[68], [69]. One further tantalizing connection is that mice haploinsufficient for *Crebbp* expression develop myelodysplastic disease within their first year of life (manuscript submitted) and IRF1 has also been implicated in the pathophysiology of immune-mediated marrow failure in myelodysplastic syndrome[70] and is frequently deleted in 5q- myelodysplasia[71].

Interestingly, binding sites for the Ets family factors SFPI1/PU.1, ETS1, GABPA and ELK1 were enriched in down-regulated intronic targets and in the up-regulated mRNA set but not in down-regulated mRNA targets. This shared regulation by up-regulated mRNAs and transcripts with reduced intronic levels would make sense if, as our data suggests, a reduction in intronic signal results in greater mRNA splicing leading to increased protein production. Shared promoter elements would thus allow coordinated expression by directly up-regulating transcription for some targets while increasing the processing of unspliced transcripts for others. This partitioning of transcription factor binding site clusters between intronic and mRNA targets is worthy of further study as it points to specific regulatory modules participating in CREBBP-mediated control of mRNA processing.

It is still unclear whether the link between altered intronic signal and differentiation is causative but what is clear from our data is that knocking down *Crebbp* expression pushes multipotent EML cells to commit to myelopoiesis. The HSC-like EML cell line was established by introducing a dominant-negative retinoic acid receptor (RARα403) into mouse BM. Due to an RARα403 block, EML cells require treatment with ATRA to restore their ability to produce granulocyte-macrophage progenitors (CFU-GM) in response to IL-3 and GM-CSF[26]. Targeted reduction of *Crebbp* expression levels, however, allowed EML cells to bypass this block and differentiate into macrophages even in the presence of SCF doses normally able to maintain the cells in an undifferentiated state. This spontaneous myeloid differentiation of EML cells after *Crebbp* knock-down is reminiscent of the increased myelopoiesis seen in *Crebbp*+/**−** animals[3] and the differentiation-induced down-regulation of CREBBP protein levels is similar to that we observed in differentiating hematopoietic cells.

We have shown here that both splicing changes and spontaneous myeloid differentiation are sensitive to CREBBP dosage and selective alterations in abundance of intronic sequences correlate with differentiation in EML cells and changes in protein levels. Splicing changes varied by cell type and gene but nevertheless appear regulated as opposed to being a surrogate measure of total mRNA. Our data are consistent with a bookmarking model of HSC lineage priming with CREBBP involved in multiple steps of the lineage decision-making process as coactivator of transcription and coregulator of pre-mRNA processing. They also fit well with the concept that key regulators such as CREBBP can alter the landscape of HSC fate decisions[25] by altering the probability of adopting a given path towards self-renewal, death or differentiation.

## Materials and Methods

### Animals

Mice were bred and maintained under pathogen-free conditions at the animal facility of the GCCRI. All animal procedures were approved by the University Health Science Center Institutional Animal Care and Use Committee (protocol numbers 06030 and 06059). *Crebbp+/* **−** and *Ep300+/* **−** mice (kindly provided by Dr. D. Livingston, Dana-Farber Cancer Institute, Boston, MA) are fully back-crossed on a C57BL/6 background. WT littermates served as controls. B6;129S2-*Cdkn1a^tm1Tyj^*/J mice and B6129SF2 WT controls were purchased from Jackson Laboratories (Bar Harbor, ME).

### Isolation of FL HSCs and MEFs

Mated females were checked daily for the presence of vaginal copulation plugs, which defined day 0.5 of gestation. Plugged females were sacrificed on day 14.5 of gestation and their embryos harvested. The average cell count of 21 WT fetal livers (14 litters) was 21.3±4.1×10^6^ cells, indicating that the embryos were at a similar stage of development when sacrificed[72].

#### FL HSCs

Single cell suspensions were prepared from each FL and viably frozen. Once enough embryos of each genotype were collected, cells were thawed and prepared for HSC isolation. Lineage negative (Lin-: Ter119-, CD5- or CD4-CD8-, B220-, GR1-) SCA1+ AA4.1+ KIT++[73] cells were purified by fluorescence-activated cell sorting on a FACSAria (BD Biosciences, San Jose, CA).

#### MEFs

Day 14.5 post-coitus embryo bodies were disaggregated in 0.25% trypsin and plated in MEF medium (DMEM, 15% FBS, 2mM glutamine, 100 µM non-essential amino acids, 8.9×10^−5^M β-mercaptoethanol, penicillin/streptomycin; Invitrogen, Carlsbad, CA).

### Microarray analysis

All data is MIAME-compliant and the arrays are available for download from the Gene Expression Omnibus (GSE27987). For each HSC sample, 12 ng of RNA were amplified using the Ovation RNA amplification kit (NuGen Technologies, Inc., San Carlos, CA). MEF RNA was isolated using TRIzol (Invitrogen) and used without amplification. After biotin labeling, samples were hybridized to Affymetrix Gene Chip Mouse Genome 430 2.0 microarrays. Each microarray was checked for large-scale defects, RNA degradation and the proportion of probe sets called “Present” or “Absent” using MAS5 (∼50% in all cases). All arrays were comparable and satisfactory by these metrics. Arrays for each group were normalized and corrected for background using the Bioconductor[74] *gcrma* package. We excluded from further consideration probe sets for which all samples in a group were called “Absent”, for which all samples had intensities below log2 (100) or for which the interquartile range was <0.5. In the case of *Crebbp*+/**−**, *Ep300*+/**−** and their WT control FL HSCs, the values of the technical replicates were averaged prior to filtering based on minimum intensity levels and variation. Paired Student T-tests with p-value <0.05 and a fold-change >1.5 were used as the cut-off for calling significant change.

### Annotation

Probe sets on the arrays used in these studies typically comprise 11 25-mers designed to interrogate GenBank mRNA and EST sequences. We used Blast[75] to map the individual 25-mers for each probe set to mouse RefSeq mRNA sequences (May 2009). Probe sets that did not match reference mRNA sequences were then aligned to genomic sequences corresponding to RefSeq genes (all bases between the 5′-most transcription start site and the 3′-most end position) based on Mouse genome Build 37 (Mm9, July 2007). In both cases, a probe set was called a match if at least 8/11 25-mers aligned perfectly.

### Hierarchical clustering of published data sets

Data sets of hematopoietic populations using the same microarray platform as our studies were downloaded from the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) and either reprocessed from image files (GSE17765[30], GSE6506[31]) or the normalized data used as published (GSE18669[32]). Two sets of probe sets were used for clustering subpopulations: (a) intronic probe sets differentially expressed in *Crebbp*+/**−** vs WT HSCs and (b) the most variable mRNA probe set for each gene corresponding to an intronic probe set in (a). GenePattern[76] was used for hierarchical clustering and visualization. For randomization studies, the *hclust* and *cutree* functions from the R *stats* package[77] were used to generate dendrograms of Pearson correlations and determine the separation of HSCs from other cell types for 10,000 random samples of expressed intronic probe sets.

### Gene set overlap and TFBS analysis

Gene lists were submitted to web-based MSigDB[78] and DAVID[79], [80] applications and related or overlapping terms collapsed for simplicity of presentation. Vertebrate position-specific weight matrices were downloaded from JASPAR[81] and supplemented with Transfac[82] matrices for GFI1 and LEF1. These were used with Clover[83] to quantify over-representation of TFBS in target proximal promoters extending 500bp upstream and 250bp downstream of the transcription start site (TSS). We used two backgrounds to correct for compositional biases: one comprising 5Kb regions centered on all RefSeq (May 2008 download) and another consisting of mouse chromosome 9. Background sequences were derived from mouse NCBI Build 37 (Mm9). Results for intronic vs exonic targets were compared to identify TFBS uniquely enriched in intronic targets.

### EML cell culture and differentiation

EML cells (EML clone 1, CRL-11691) were obtained from ATCC (Manassas, VA). Cells were cultured in IMDM medium supplemented with 20% FBS (06952; StemCell Technologies, Vancouver, BC, Canada) and rmSCF (100ng/ml, R&D Systems, Minneapolis, MN) to maintain them in an undifferentiated state (non-differentiation medium, NDM). Myeloid differentiation was induced by a 3-step protocol adapted from a previous study[26]. Briefly, on day 1 cells were switched from NDM to IMDM plus 20% FBS with a lower dose of rmSCF (50 ng/ml), 25 ng/ml IL-3 (R&D Systems) and 10 µM all-trans retinoic acid (ATRA; R2625, Sigma, St Louis, MI). On day 4, the medium was replaced with fresh medium containing only GM-CSF (25 ng/ml) and 7 days later 10 µM ATRA was added.

### shRNA-mediated knock-down of CREBBP in EML cells

A lentivirus-encoded shRNA targeting the sequence 5′-CAAGCACTGGGAATTCTCT-3′ in mouse *Crebbp* (shCrebbp) was created by cloning oligonucleotides into the FSIPPW vector as previously described[84]. A control lentiviral shRNA targeting enhanced green fluorescent protein (shGFP, 5′-AAGAACGGCATCAAGGTGAACTT-3′) was generated similarly. Both were packaged as previously described[85]. Co-transfection of 293TD cells was performed using Lipofectamine 2000 according to manufacturer's instructions (Invitrogen). Undifferentiated, early passage EML cells were split one day prior to infection. Virus-containing supernatant supplemented with 8 µg/ml protamine was added to the cells for ∼16 hours after which the cells were placed in fresh NDM. A second round of infection was performed ∼8 hours later using a flow-through infection protocol[86]. Culture medium was replaced with fresh NDM supplemented with puromycin (3 µg/ml) the following day to select for transduced cells. Surviving EML cells were cloned in NDM methylcellulose plus puromycin (M3234, StemCell Technologies) for 8 days, after which individual clones were picked and expanded in liquid NDM.

### EML subpopulation isolation

Phenotypically primitive EML subpopulations[53] were purified by first removing B220+, CD19+ and Ter119+ cells by magnetic separation (Miltenyi, Auburn, CA) and then incubating with SCA1-biotin, followed by streptavidin-APC-Cy7 and CD34-FITC (BD Biosciences). No anti-KIT antibody was necessary since all B220- CD19- Ter119- cells were KIT++. 7-Aminoactinomycin D (BD Biosciences) was used to exclude dead cells. Purification was done on a FACSAria (BD Biosciences).

### Quantitative RT-PCR

Total RNA from cloned EML cells was isolated by TRIzol extraction and purified with the Qiagen RNeasy kit (Qiagen, Valencia, CA). Total RNA from all other samples was extracted using the Qiagen RNeasy (Plus) Micro Kit as directed by the manufacturer. RNA was then reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosciences, Foster City, CA). FL HSC was amplified using the Ovation RNA amplification kit. PCR was performed using either the SYBR Green PCR kit (Qiagen) or the GoTaq qPCR Master Mix (Promega, Madison, WI) on a 7500 Real-Time PCR System (Applied Biosciences). Data were analyzed using the 2^−ΔΔCt^ relative quantification method[87] and normalized to *Gapdh*. Primers were designed using the Primer3 web interface[88] (http://frodo.wi.mit.edu/primer3/). See Table 2 for primer sequences.

### Western blots

Anti-CREBBP antibody AC26[89] was kindly provided by Dr D. Livingston and anti-EP300 antibody RW128 was purchased from Upstate Biotechnology, Lake Placid, NY. Antibodies against ITGA4 (Ab65984), MSI2 (Ab76148), TCF4 (Ab72586) and ACTB (Ab6276) were purchased from Abcam (Cambridge, MA). Visualization of proteins was done by staining with a goat anti-mouse or goat anti-rabbit HRP (Bio-Rad Laboratories, Hercules, CA), as appropriate, and Pierce ECL Western Blotting Substrate (Thermo Scientific, Rockford, IL) or Amersham ECL Plus (GE Healthcare, Piscataway, NJ).

#### Hematopoietic cells

Whole cell lysates from 15,000 cells of each phenotype were suspended in RIPA buffer containing protease inhibitors (Roche Diagnostics, Indianapolis, IN) and PMSF (Sigma-Aldrich, St. Louis, MO) then loaded in each well after heat denaturation (10 min @ 70°C).

#### EML cells

Whole cell lysates from 4–5×10^5^ cells suspended in RIPA buffer with protease inhibitors and PMSF or 12.5 µg of nuclear extracts were loaded per well, as indicated.

#### Image quantification and statistics

In all cases, ImageJ software (http://rsb.info.nih.gov/ij) was used to quantify band intensities. Significance levels for the differences between cell types were determined by correlated-samples one-way ANOVA and Tukey HSD test using the web-based calculator at VassarStats: Website for Statistical Computation (http://faculty.vassar.edu/lowry/anova1u.html).

## Supporting Information

Table S1 **Annotation of Differentially Expressed Probe Sets in** ***Crebbp*** **+/− vs WT HSCs.** Detailed Excel table of differentially expressed probe sets including EST support for intronic sequences and expression levels for mutant and WT HSCs.
(XLS) Click here for additional data file.

Table S2 **Quantitative RT-PCR Validation of Microarray Results.** Detailed Excel table of locations of primer sequences relative to microarray probe sets and qRT validation results for exonic and intronic targets. For intronic probe sets, the table also includes the length of potential poly(A) RT priming sites and predicted presence of intronic poly(A) signals.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

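The log2 values were made by the authors, as deposited: GCRMA corrected the background by probe sequence, normalized by quantiles and summarized each probe set as 1 log2 value, in 4 separate groups of arrays (*Crebbp* FL HSC, *Ep300* FL HSC, *Cdkn1a* FL HSC and MEF), so levels are compared only within a group. From these values, the 64 control probe sets of 45101 were left out, the 2 technical replicates of a sample were averaged on the log2 scale, and probe sets whose highest sample reached log2(100) were kept; presence calls and probe sequences were not used here. Group tests were run in R 4.3.3 with limma 3.58.1: the FL HSC samples of *Crebbp* and *Ep300* in a joint fit with a block per pair of WT and mutant samples of the same number, *Cdkn1a* unpaired, and MEFs with a block per litter. A call is an adjusted p (Benjamini-Hochberg) under 0.05 with a fold change over 1.5, and a fold change with no call is described only by its direction. Where a group mean lies below log2(100), the size of a change depends on the background and is not exact. The paired test of the methods was also run with its filters, as an alternative, and in an unpaired form for *Cdkn1a*.

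Changes of lists were tested with camera (limma), with a correlation between genes of 0.01 and again with an estimated correlation, and adjusted over the 109 tests of 24 lists and the probe set classes of Table S1. The lists for the difference between the *Crebbp* and *Ep300* effects were adjusted as a family of their own. So were the lists without *Cdkn1a* WT sample 3. A list's median was also placed among 10000 random lists matched on level. Differences between intronic and mRNA probe sets of a gene were tested across genes by flipping signs in 100000 resamples. The sign-flip test was on the mean difference, so its p can diverge from the median printed beside it where single genes are extreme. A gene is represented in a list by its probe set with the highest mean level outside the intronic list. The genes named here are the inactivated genes, those the paper names for these arrays or in Tables 3, 4 and S2, the probe sets of Table S1 with the largest folds, the called probe sets with the largest folds that changed the same way in every pair (filled by the smallest p, and said to be uncalled, where fewer than 10 passed), and the members of each list with the smallest p; values of the paper's tables had been seen when this rule was set. The lists cover stem cell regulators, erythroid, megakaryocyte, granulocyte and monocyte, macrophage, lymphoid, fetal hepatocyte, endothelial and stromal and fibroblast matrix genes, cell cycle, p53 targets, splicing factors, nuclear long non-coding RNAs, immediate early, imprinted, ribosomal, histone acetyltransferase and sex-linked genes, the functional groups of Table 3 and the factors of Table 4. The values of some genes of Table 3 are not reported here.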

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

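Which patterns are weighed here, and the tests on them, were chosen only after the results were seen. Of 72 medians searched for a sample set apart, all in groups of 4 samples (the *Cdkn1a* null and both MEF groups, so not the *Cdkn1a* WT samples or the groups of 2), 3 were found where chance sets apart about 1 in 20, or 3.6: the ribosomal list in *Cdkn1a*−/− sample 2 (14.94, others 15.07 to 15.08), the Table 4 factors in MEF WT sample 1 (8.93, others 8.66 to 8.67) and the p53 targets in MEF *Crebbp*+/− sample 2 (9.82, others 10.10). Over the groups searched, they number no more than chance gives.

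The effect of *Crebbp* loss differed from that of *Ep300* loss in FL HSCs by a median of -0.96 over the intronic list, which is not independent evidence because the study chose that list as lower in the *Crebbp* samples. By camera it also differed by -0.48 over nuclear long non-coding RNAs (adjusted p = 0.00271), -0.20 over immediate early genes (adjusted p = 0.00271), -0.16 over stem cell regulators (adjusted p = 0.0166), -0.41 over imprinted genes (adjusted p = 0.0271) and -0.37 over sex-linked controls (adjusted p = 0.0480). With an estimated correlation the adjusted p was 0.688 for each of these lists. The long non-coding list holds *Malat1* and *Kcnq1ot1*, of which the study chose probe sets as lower in the *Crebbp* samples. The stem cell list holds *Meis1* at an intronic probe set of Table S2. The study chose other intronic probe sets of *Meis1* as lower in the same samples. Among called probe sets, 17 in *Crebbp*+/− FL HSCs lie outside Table S1 (14 lower, 3 higher), and 40 in *Cdkn1a*−/− FL HSCs have a log2 change over 3 in size (38 lower, 2 higher). In 35 of the 40 the lower group lay below the minimum level, and in only 27 did the higher group lie above it, so the size is not exact.

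For the lower intronic probe sets in *Crebbp*+/− FL HSCs, a difference in scale between the arrays is argued against by the 11675 probe sets of single genes outside Table S1, whose median change was 0.0645. Handling, amplification or labelling that differed between aliquots cannot be told from the genotype. Between technical replicates the intronic list shifted by 0.369 and -0.111 in the WT samples of this experiment. In its *Crebbp*+/− samples it shifted by -0.05 and -0.136. These shifts were smaller than that between the genotypes. Larger ones were found in *Ep300*+/− sample 1 (0.645) and *Ep300* WT sample 1 (0.606). In both, the replicate difference also correlated with the *Crebbp* effect across probe sets (r = -0.366 and -0.361). In the other FL HSC samples r lay between -0.103 and 0.086. Technical variation can thus run along the direction of the *Crebbp* effect. A lower share of nuclear RNA in the *Crebbp*+/− samples could also lower both kinds of transcript. Over 21 probe sets outside Table S1, of 7 nuclear long non-coding RNAs, the median was -0.36 (17 of 21 lower, camera p = 6.7e-08, p = 0.0274 with an estimated correlation). The 21 include probe sets of *Malat1* and *Kcnq1ot1*, and the study chose other probe sets of these RNAs as lower in the same samples. This median is therefore not independent evidence. Among the other RNAs, *Meg3* (-1.18), *Rian* (-0.38) and *Xist* (-0.63 to -0.33) were lower, and *Snhg1* and *Gas5* lay between -0.23 and 0.13. Where in the cell each of these RNAs lies was not tested. The values of *Snhg1* and *Gas5* therefore do not argue against a lower nuclear share. The list with 1 probe set per gene had an adjusted p = 0.782 with an estimated correlation. Altered processing could lower the RNAs that fell as well.

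Strain variants between the purchased stocks may explain the large changes in *Cdkn1a*−/− FL HSCs: of 27 genes with such a change, 5 had another within 5 genes on the chromosome, against a median of 0 and at most 8 in random sets (permutation p = 0.00440), and of all 52 called genes 13 had a called neighbour, such as *Trim34a*, *Trim12a* and *Trim30d*, against at most 12 (permutation p = 1.0e-04, the smallest possible). No called gene lay near *Cdkn1a* itself on the chromosome. WT sample 3 is not the source of the large changes, since 39 of 40 kept a log2 change over 3 without it. Of 35 ways to divide the 7 samples, only the real division called 85 probe sets (highest other 0). Without adjustment the real division gave 848 and other divisions up to 1065. Chance division is thus argued against for the called probe sets, but not for the unadjusted count.

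Erythroid, hepatocyte and macrophage transcripts in *Cdkn1a* WT sample 3 may come from other cells of the fetal liver. The pattern itself is that 13 of 14 erythroid, 12 of 13 hepatocyte and 8 of 8 macrophage genes were higher there than in each of the other 6 samples, with *Hbb-y* at 14.04 (others at most 2.35) and *Ttr* at 14.67 (others at most 9.61). Sorting for SCA1+ AA4.1+ KIT++ cells without lineage markers (Ter119 and GR1 among them) would remove such cells, so they would have had to pass the sort of this sample. As RNA of other cells would give, 12 of 19 stem cell regulators were lower there than in each of the other 6 samples (chance gives 2.71), though normalization of an array with many raised transcripts could lower them too. For the intronic list, 14 of 35 divisions gave a median as large as 0.35 (highest other 0.73), and in MEFs 18 of 32 as large as 0.088 (highest other 0.36). Only 8 of the 32 part the samples of every litter, and among these a median of -0.197 was reached. Chance cannot be excluded for either list median. The real division of the MEFs called 0 probe sets (highest other 3, or 0 among the 8 that part every litter). By definition 32 of 32 divisions reach this, so it decides nothing. Without adjustment the real division gave 149, against a highest other of 220 among those 8.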

How the results depend on the processing

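The alternatives were set before the data were examined, apart from averaging on the linear scale, which was chosen after seeing the values. The median of the intronic list (-1.02) and its difference from mRNA probe sets (-1.05) in *Crebbp*+/− FL HSCs held in direction in all 14 and 15 alternatives, which is no independent support because the study chose the list as lower in these samples, and camera with an estimated correlation did not pass after adjustment (adjusted p = 0.612). The number of calls there held in 1 of 19. The 51 calls became 199 in the methods' t-test and 0 after Benjamini-Hochberg, 197 in that test with linear averaging and 0 after adjustment, 1333 unadjusted, 0 with no filter, 276 with a minimum of log2(200), 625 with the interquartile range filter, 211 with quantile normalization, 247 with 75th percentile centring, 876 with an intensity trend, 125 with linear averaging, and 0 with only the 4 samples, with no replicate block, with only technical replicate 1 or 2 and without either pair (0 to 0). The 0 calls of *Ep300*+/− became 11, 17 with linear averaging and 104 unadjusted, and the 0 of the difference became 69 with the trend. The 85 calls of *Cdkn1a*−/− became 548 in an unpaired form of the methods' t-test, 141 after adjustment, 848 unadjusted and 42 with no filter. They became 6 with a replicate block on numbers 1 to 3, which also leaves out null sample 4. Without a sample they became 38 to 87 (52 without WT 1, and 43, 38, 51 and 38 without null 1 to 4). The 0 calls of MEFs became 61, 149 unadjusted, 2 with no replicate block and 2 without litter 1 (0 to 2). The *Ep300*+/− list median (7.5e-04) became -2.5e-04 with no filter, -0.029 with log2(200), -0.02975 with the interquartile range filter, -0.017 with only the 4 samples, -0.0275 with technical replicate 2, and -0.1035 to 0.0635 without a pair; its difference from mRNA (0.034) ran from -0.0295 to 0.0615. The *Cdkn1a*−/− list median kept its value (0.35) but not its p with an estimated correlation (p = 0.594 by camera) and became 0.347 with no filter and 0.374 with the interquartile range filter, and 0.060 to 0.621 without a sample (0.438 without WT 1, 0.233 without null 2, 0.244 without null 3); its difference from mRNA (0.30) became 0.238 against the mRNA probe set with the largest change, -0.0444 with the interquartile range filter, and 0.0586 to 0.552 without a sample (0.331, 0.187 and 0.217 without the same 3). The MEF list median (0.088) became 0.2365 with log2(200) and 0.0243 to 0.219 without a litter, and its difference from mRNA (-0.11) became 0.0593 with log2(200) and -0.256 to 0.113 without a litter. Among single genes with changes near 0, signs turned for exonic *Tcf4* (0.020 with technical replicate 2, -0.0645 to 1.0e-03 without a pair), *Crebbp* (-0.0422 with quantile normalization, -0.004 with centring, -0.067 with technical replicate 2, and without a pair -0.159 to 0.1805 and, at its brightest probe set, -0.114 to 0.249), exonic *Itga4* (-0.0173 with quantile normalization), exonic *Rbpms* (0.088 with technical replicate 1, -0.0825 to 0.006 without a pair) and *Ep300* in its own experiment (0.0585 with technical replicate 2); the cause was not tested.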

Differences from the paper's values

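In *Crebbp*+/− FL HSCs limma called 10 higher and 41 lower probe sets, against the paper's 61 and 136. Of the alternatives set before the data were examined, the methods' t-test (68 and 131), quantile normalization (46 and 165) and 75th percentile centring (60 and 187) come near both, and log2(200) near the lower count (173) only; the others do not. The limma test with linear averages, chosen after seeing the values, comes near the lower count (100) only. With technical replicates averaged on the linear scale, chosen after seeing the values, the methods' t-test gives 61 and 136, and 0 after adjustment. It drops 0 of the 197 probe sets of Table S1. The 788 sample values compared with Table S1 differed by at most 4.8e-04 from linear averages and by up to 0.63 from log2 averages. The values of Table S1 are thus linear averages, whereas the main test here used log2 averages. Of the lower calls 18 were intronic probe sets of Table S1 and 1 more an intronic one of Table S2, against the paper's 83, and the introns of other called probe sets were not annotated here. Counted over Table S1, the methods' t-test (61), the interquartile range filter (68) and the trend (68) come near, and the linear average with that test, chosen after seeing the values, gives 83. The paper's 2 genes with a called mRNA probe set stand against 1 here, and only the linear averages, chosen after seeing the values, give 2.

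In *Ep300*+/− FL HSCs 0 higher and 0 lower probe sets were called, against the paper's 5 and 30. The methods' t-test gives 5 higher but 6 lower, and none of the alternatives set before the data were examined comes near the lower count. With the WT samples of the *Crebbp* experiment as the control, which was chosen after seeing the values and sets arrays normalized separately against each other, that test comes near the lower count only (29 lower and 304 higher with linear averages, 24 and 281 with log2 averages); how many of the paper's calls it drops was not tested, since Table S1 lists those of *Crebbp*+/− FL HSCs. In MEFs 0 and 0 were called, against the paper's 18 and 42, and the methods' t-test alone comes near (18 and 43). Further settings of that test, chosen after seeing the values, were run for *Ep300* (14), *Cdkn1a* (44) and *Crebbp* (2) without reaching both of the paper's counts for *Ep300* or for *Cdkn1a*. For *Cdkn1a*−/− FL HSCs the limma test called 11 higher and 74 lower, near the paper's 10 and 81, but the cut-off of the methods is not adjusted. The methods' t-test in an unpaired form gave 270 higher and 278 lower, which is not near. In the further settings pairs of WT samples 1 and 2 with 2 nulls gave 65 to 127 lower but 44 to 87 higher. The text states that the factors of Table 4 are expressed in FL HSCs, whereas *Sox17* and *Sox5* did not reach the minimum level here. It names *Mbnl1* and *Meis1* as genes with changed mRNA, and *Meis1* was not called here (adjusted p = 0.0508 from limma). For intronic probe sets of *Itga4* and *Rbpms* it states a weaker significance level. In the methods' t-test run here, with log2 or linear averages, that of *Itga4* missed this level. The *Rbpms* probe set with a log2 change of -1.13 missed it too, and the one with -1.23 reached it.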

Other observations

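The lists other than those of the paper were described only after their results were seen. In *Crebbp*+/− FL HSCs several groups fell besides the intronic list: immediate early genes (median -0.21, 16 of 20 lower, camera adjusted p = 0.00619), imprinted growth genes (-0.36, 7 of 9, adjusted p = 0.0129; *Igf2* at -0.80), megakaryocyte genes (-0.66, 3 of 3, adjusted p = 0.0205), endothelial and stromal genes (-0.36, 4 of 5, adjusted p = 0.0208, with *Col4a2* called) and nuclear long non-coding RNAs (-0.38, 6 of 7, adjusted p = 0.00196). With an estimated correlation the adjusted p was 0.782 for each. The long non-coding list holds *Malat1* and *Kcnq1ot1*, of which the study chose probe sets as lower in these samples. The following lists did not pass there: stem cell regulators had a median of -0.10, sex-linked controls -0.33, Table 4 factors 0.15, lymphoid genes 0.53, granulocyte and monocyte genes -0.11, histone acetyltransferases 0.13, ribosomal genes -0.037, hepatocyte genes 0.81, p53 targets 0.31, cell cycle genes 0.082, erythroid genes 0.17 and splicing factors 0.046 (adjusted p = 0.0586 to 0.751). In *Ep300*+/− FL HSCs the lists other than megakaryocyte genes had an adjusted p = 0.0982 to 0.968.

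In *Crebbp*+/− MEFs cell cycle genes rose as a group (0.28, 21 of 22 higher, adjusted p = 5.8e-05; *Ccne2* at 0.58), as did splicing factors (0.070, 18 of 20, adjusted p = 0.0116), and endothelial (-0.18, 7 of 8), imprinted (-0.098, 8 of 10), nuclear long non-coding (-0.24, 7 of 8), fibroblast matrix (-0.078, 17 of 23) and lymphoid genes (-0.67, 3 of 3) fell (adjusted p = 0.00393 to 0.0265). The adjusted p was 0.782 for each with an estimated correlation, and the other 14 lists had 0.202 to 0.861. In *Cdkn1a*−/− FL HSCs p53 targets fell (-0.41, 9 of 10, adjusted p = 0.00619, and adjusted p = 0.612 with an estimated correlation). Without WT sample 3 their median was -0.088 (adjusted p = 0.162). Hepatocyte genes (3.03 over 6 measured genes, adjusted p = 9.7e-04) and immediate early genes (0.27, adjusted p = 0.0239) then rose. With an estimated correlation the adjusted p was 0.909 for all 3 lists. The hepatocyte list had 13 measured genes with WT sample 3. Those that reached the minimum level only in that sample were left out without it, so the rise is not one of the whole list. With all samples, the other 19 lists had an adjusted p = 0.202 to 0.968.

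The median of -0.36 over probe sets of nuclear long non-coding RNAs could also mean that nuclear RNA is a smaller share of the sample. It is not independent evidence, because it includes *Malat1* and *Kcnq1ot1*, of which the study chose other probe sets as lower in these samples. If nuclear RNA is a smaller share, *Malat1* and unaffected introns would fall alike in total RNA measured against added standards.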
